# Unanchored ubiquitin chains do not lead to marked alterations in gene expression in *Drosophila melanogaster*

**DOI:** 10.1242/bio.043372

**Published:** 2019-05-16

**Authors:** Jessica R. Blount, Danielle N. Meyer, Camille Akemann, Sean L. Johnson, Katherine Gurdziel, Tracie R. Baker, Sokol V. Todi

**Keywords:** DAVID, *Drosophila melanogaster*, Pathway Analysis, Proteolysis, RNA-Seq, Ubiquitin

## Abstract

The small protein modifier ubiquitin regulates various aspects of cellular biology through its chemical conjugation onto proteins. Ubiquitination of proteins presents itself in numerous iterations, from a single mono-ubiquitination event to chains of poly-ubiquitin. Ubiquitin chains can be attached onto other proteins or can exist as unanchored species, i.e. free from another protein. Unanchored ubiquitin chains are thought to be deleterious to the cell and rapidly disassembled into mono-ubiquitin. We recently examined the toxicity and utilization of unanchored poly-ubiquitin in *Drosophila melanogaster*. We found that free poly-ubiquitin species are largely innocuous to flies and that free poly-ubiquitin can be controlled by being degraded by the proteasome or by being conjugated onto another protein as a single unit. Here, to explore whether an organismal defense is mounted against unanchored chains, we conducted RNA-Seq analyses to examine the transcriptomic impact of free poly-ubiquitin in the fly. We found ∼90 transcripts whose expression is altered in the presence of different types of unanchored poly-ubiquitin. The set of genes identified was essentially devoid of ubiquitin-, proteasome-, or autophagy-related components. The seeming absence of a large and multipronged response to unanchored poly-ubiquitin supports the conclusion that these species need not be toxic *in vivo* and underscores the need to re-examine the role of free ubiquitin chains in the cell.

## Abstract (precis)

**Summary:** Our *Drosophila* studies indicate the lack of a marked, coordinated response towards unanchored poly-ubiquitin in flies, suggesting that untethered ubiquitin chains are not necessarily problematic in intact organisms.

## INTRODUCTION

Cellular and organismal physiology and homeostasis are regulated at multiple, inter-dependent levels that extend from DNA-based regulation of gene expression to the epigenetic control of genes themselves and of their products. Among the more flexible systems of epigenetic control is the post-translational modification of cellular proteins by various adducts, including ubiquitination, phosphorylation, methylation and acetylation. Ubiquitination represents a highly malleable system of post-translational regulation of proteins and of the complexes in which they participate (Komander and Rape, 2012; Swatek and Komander, 2016). Ubiquitin (Ub), itself a small protein of approximately 8.5 kDa, is highly conserved among all eukaryotic species and regulates proteins in various ways, from tagging them for proteasomal degradation to directing their participation in cellular signaling pathways (Komander and Rape, 2012; Ristic et al., 2014; Asaoka et al., 2016).

Ub conjugation onto another protein – what is termed ubiquitination – requires the concerted effort of three types of enzymes: an E1 activating enzyme, an E2 conjugating enzyme and an E3 ligase (Fig. 1A). This ATP-dependent process results in an iso-peptide bond between the C-terminal ‘GG’ motif of a Ub molecule and the substrate protein, typically at a lysine residue. Ub itself can also become ubiquitinated, resulting in a poly-Ub chain defined by the specific modified lysine residue or, in the case of M1/linear chains, the methionine residue of Ub (Komander and Rape, 2012; Yau and Rape, 2016; Yau et al., 2017). The type of chain created has a distinct effect on the fate of its substrate protein; for instance, K48 chains are known for their involvement in targeting proteins for proteasomal degradation (Thrower et al., 2000). Ubiquitination is a reversible process; deubiquitinases (DUBs) remove Ub from a protein or edit the length and type of a Ub chain (Fig. 1A; Swatek and Komander, 2016).

**Fig. 1.**
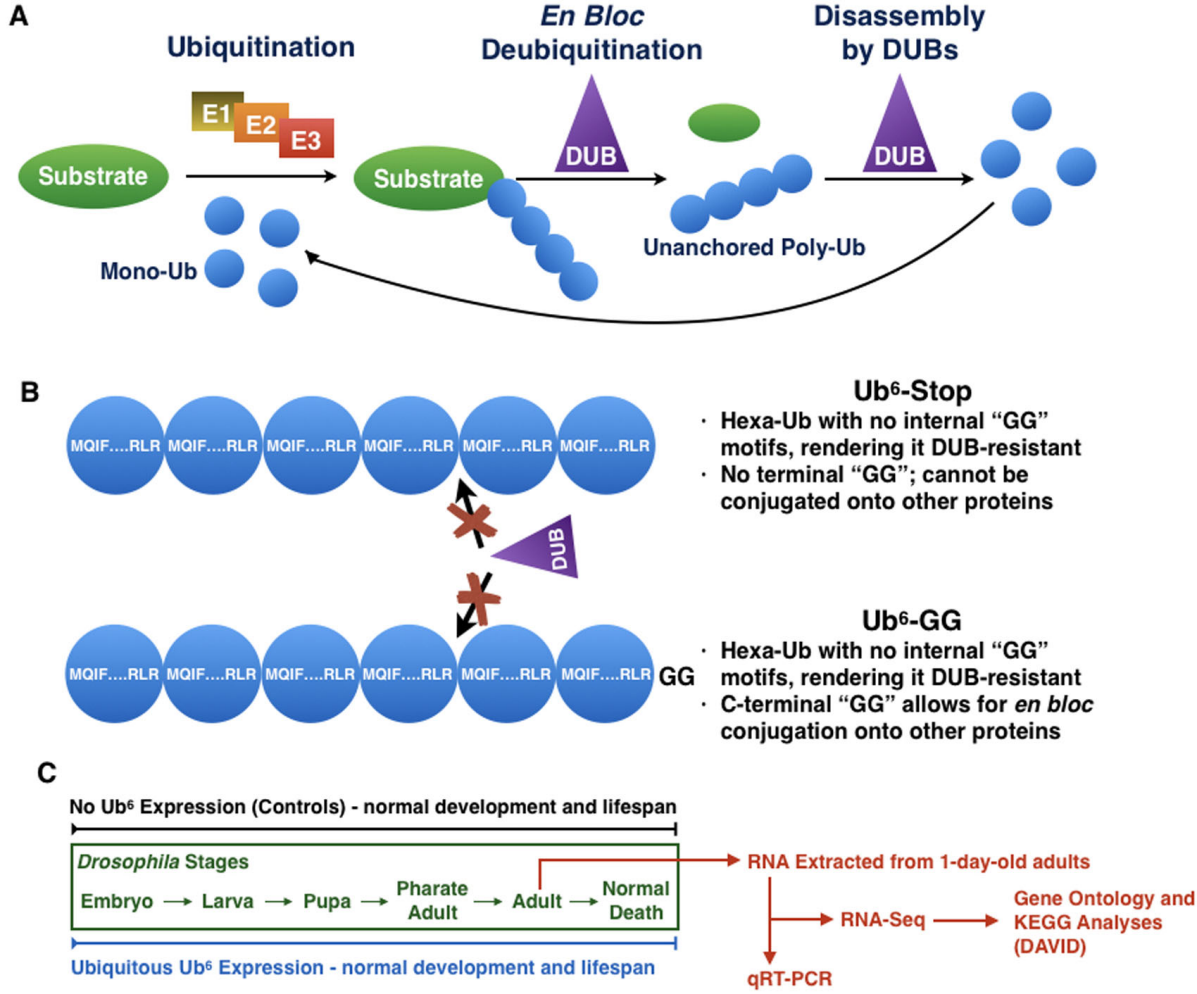
**Unanchored poly-Ub.** (A) Unanchored poly-Ub can arise after E1/E2/E3 cycles build a Ub chain onto a substrate, after which a DUB removes the chain as a single species. It is believed that these untethered chains are then dismantled by additional DUBs to yield mono-Ub that can be recycled in new ubiquitination events. (B) Schematic of the two types of Ub^6^ chains we designed for expression in *Drosophila*. Both Ub^6^-Stop and Ub^6^-GG are head-to-tail hexa-Ub that cannot be dismantled by DUBs. Ub^6^-GG, but not Ub^6^-Stop, can be conjugated onto other proteins. (C) Ubiquitous Ub^6^ expression does not affect the development or the lifespan of the fly (Blount et al., 2018). One-day-old adults were collected and processed for RNA-Seq and qRT-PCR analyses.

Unanchored Ub chains – that is, poly-Ub that is not tethered onto a substrate protein – also exist in the cell. Unanchored Ub chains can arise when a DUB removes an intact chain from a protein, or they can be generated anew through E1/E2/E3 cycles. Although unanchored poly-Ub is not well understood, it has been implicated as a participant in several cellular processes, including NF-κB signaling and autophagy (Swatek and Komander, 2016; Clague et al., 2013; Emmerich et al., 2013; Hao et al., 2013; Reyes-Turcu et al., 2008, 2009; Reyes-Turcu and Wilkinson, 2009; Braten et al., 2012; Keusekotten et al., 2013; Elliott and Komander, 2016; Lee et al., 2016). The prevailing view is that unanchored Ub chains are quickly disassembled by DUBs and recycled as mono-Ub (Fig. 1A) (Komander and Rape, 2012; Clague et al., 2013; Ristic et al., 2014; Komander et al., 2009). Studies in yeast and in cultured mammalian cells have suggested that the buildup of free poly-Ub might become toxic by, for example, perturbing Ub-dependent proteasomal degradation (Piotrowski et al., 1997; Doelling et al., 2001; Amerik and Hochstrasser, 2004; Wang et al., 2014; Amerik et al., 1997; Dayal et al., 2009).

Intriguingly, when we examined the toxicity of untethered chains *in vivo* we observed that the presence of free Ub chains is not necessarily deleterious to an intact organism, *Drosophila melanogaster* (Table S1; Blount et al., 2018). For these studies in *Drosophila*, we designed head-to-tail hexa-Ub chains that lack ‘GG’ motifs (Ub^6^; Fig. 1B), making them resistant to cleavage by DUBs; these chains resemble linear, unanchored Ub chains that are endogenously present (Komander and Rape, 2012; Clague et al., 2013; Ristic et al., 2014; Komander et al., 2009). We observed that when expressed at high levels in all fly tissues and at all developmental and adult stages, unanchored poly-Ub does not negatively impact the lifespan of the fly (Table S1; Blount et al., 2018). It has been suggested that free poly-Ub could interfere with the proteasome. However, we observed no deficiencies in proteasome subunit expression or function in intact flies; in fact, untethered poly-Ub were degraded by the fly proteasome (Blount et al., 2018).

Throughout our studies (Blount et al., 2018), we became confident that unanchored poly-Ub is not inherently or especially toxic, but it was still unclear whether their presence induces a concerted cellular response against them. While the Ub^6^ that we constructed resemble linear, unanchored poly-Ub, their inability to be cleaved is unnatural. Does the introduction of these exogenous chains bring about an organismal response, or are they as readily tolerated as they seem to be? Is there an upregulation of dismantling DUBs, like USP5, which is widely reported to disassemble free poly-Ub (Amerik and Hochstrasser, 2004; Reyes-Turcu et al., 2009; Reyes-Turcu and Wilkinson, 2009; Ristic et al., 2016; Komander and Rape, 2012; Komander et al., 2009; Scaglione et al., 2011; García-Caballero et al., 2014)? Is there a change in the expression of E2/E3 complexes that might be able to take advantage of premade chains? To answer some of these questions, for the present study we conducted RNA-Seq analyses, where we observed that ubiquitous expression of Ub^6^ induces significant changes in the expression of approximately 90 fly genes, with no clear indication of a specific cellular response mounted. Our examinations did not reveal a coordinated effect on pathways that are known to involve unanchored poly-Ub. According to these results, unanchored poly-Ub does not elicit a marked organismal response in *Drosophila*, suggesting that these Ub species are not inherently problematic.

## RESULTS

### Unanchored Ub chain design and expression in *Drosophila* for RNA-Seq analyses

As a strategy to study unanchored poly-Ub in *Drosophila*, we designed two types of Ub chain transgenes, each consisting of six Ub in tandem, without internal di-glycine, ‘GG’ motifs that are required for dismantling into mono-Ub by DUBs (Fig. 1B; Blount et al., 2018). The first chain type, Ub^6^-Stop, also lacks the C-terminal ‘GG’ motif required for conjugation onto substrate proteins. The second type, Ub^6^-GG, contains a C-terminal ‘GG’ motif, allowing the full chain to form iso-peptide bonds onto other proteins in mammalian cells and *in vivo* in the fly, as we demonstrated before (Blount et al., 2018). Although the use of these chains introduces exogenous poly-Ub, this strategy permits us to directly examine the effects of intact, free poly-Ub on the *Drosophila* transcriptome. Presently, there is a lack of tools to more directly investigate unanchored poly-Ub in the fly; for example, targeting of DUBs implicated in free Ub chain disassembly would also impact other protein substrates that these DUBs have.

We utilized the binary Gal4-UAS expression system to drive our Ub^6^ transgenes in the fly. In this system, transgenes with upstream activating sequence (UAS) sites are activated under the control of the transcription factor Gal4, itself expressed in the pattern of a specific gene (Brand and Perrimon, 1993; Brand et al., 1994). For our work in this study, we selected the Gal4 driver sqh-Gal4 (Kiehart et al., 2004; Franke et al., 2006, 2010; Todi et al., 2005, 2008) to express either form of Ub^6^ in all fly tissues, throughout development and in adults. This driver employs the promoter and expression pattern of the gene *spaghetti squash* (*sqh*), which encodes the regulatory light chain of non-muscle type 2 myosin. sqh-Gal4 is a strong driver that leads to high levels of UAS-based transgene expression (such as our Ub^6^), during all developmental stages and throughout adulthood. We and others have used this driver in the past with robust outcomes, including lethality during various developmental stages and in adults as a result of the knockdown of various genes, and high toxicity from the expression of mutated or toxic proteins (Ristic et al., 2016; Sutton et al., 2017; Tsou et al., 2015, 2016, 2012; Franke et al., 2006, 2010, 2005; Todi et al., 2005; Costa et al., 2016).

Our previously published work showed that the ubiquitous expression of Ub^6^ (via sqh-Gal4) had no significant effect on the development or lifespan of adult flies under normal conditions or during heat stress (30°C), indicating that robust levels of Ub^6^ are not especially detrimental (Fig. 1C; Table S1; Blount et al., 2018). Still, the possibility remains that cells could mount a response against them. One may surmise that in response to the presence of Ub^6^, DUBs or proteasomal proteins might be upregulated to attempt to clear the chains from the cell. Conceivably, Ub^6^ might also influence normal cellular processes, for instance by its recruitment into pathways that involve unanchored, linear poly-Ub, such as NF-κB signaling (Asaoka et al., 2016; Damgaard et al., 2016; Elliott and Komander, 2016; Emmerich et al., 2013; Keusekotten et al., 2013). Thus, we set out to examine if there are changes at the transcriptome level in response to Ub^6^.

We reasoned that we could detect changes in the fly transcriptome as a result of the expression and presence of untethered poly-Ub through RNA-Seq analysis. We selected to examine adult flies that were one day old as a middle point between developmental stages and adulthood, neither of which was impacted by the expression of Ub^6^ (Table S1; Blount et al., 2018). We extracted total RNA from one-day-old whole flies using TRIzol. The isolated RNA was then quality tested by electrophoretogram, RNA Integrity Number and the ratio of the 28S:18S RNA bands, and RNA-Seq was performed by the Applied Genomics Technology Center at Wayne State University (please see the Materials and Methods). 

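Total RNA came from 4 biological replicates of each of 3 groups of 1-day-old whole flies, namely controls, flies expressing Ub6-GG and flies expressing Ub6-Stop, with 10 flies per sample. The RNA Integrity Number listed in Table S10, a score of how little an RNA sample is degraded, ranged from 6 to 8 in controls (median 7.65), from 7.6 to 9.3 in Ub6-GG (median 8.75) and from 6.2 to 8.4 in Ub6-Stop (median 7.65). Libraries were primed from the poly(A) tail, so that each transcript gives reads near its 3′ end and a read count does not grow with transcript length. The authors aligned 50 bp reads to the dm3 build of the genome, tabulated them for each gene and compared the groups in edgeR. Analysed here are 2 deposited tables of these comparisons with control, which give for each of 16997 genes the log2 fold change, the mean log2 CPM (read count scaled to library size) over all libraries, the likelihood ratio, the p-value and the FDR. The tables hold no value of a single sample, so that the spread between replicates enters only through the likelihood ratio, and no replicate could be left out in turn. A standard error is therefore given as the log2 fold change divided by the square root of the likelihood ratio, which is an approximation.

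The depth of the libraries was recovered from the genes that were seen in 1 read, since each of the 12 libraries gives such genes a mean CPM of its own. The effective library sizes, which include the authors' normalization, came to between 1702165 and 2366711 reads in controls (median 1920028), between 1296450 and 1659454 in Ub6-GG (median 1535668) and between 1055226 and 2169513 in Ub6-Stop (median 1526082). From these sizes the mean number of reads of each gene in each group was recovered as well, and it is given below per library of average size, about 1684420 reads, in which 1 read is 0.594 CPM. For genes with 1 to 3 reads in all, 98.8% of the recovered totals were counted as whole numbers, and for genes with 4 to 9 reads 71.8% were. The margin allowed for a whole number is not given, and the library sizes were fitted on genes with 1 read. These shares are therefore only a rough check on the recovered means of low genes. A total of 2186 genes had no read in any library, and 11797 had a mean log2 CPM above 1.

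The tables' names and the study's text assign the 2 comparisons the opposite way. All 52 log2 fold changes of Fig. 2D fell within rounding of the tables when these were assigned as the study's text has them, against 6 when they were assigned by name. The study's assignment is used throughout. The values do not show which of the 2 is right, and if the names are, every value given for Ub6-GG belongs to Ub6-Stop and the reverse.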

The differentially expressed transcripts were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang et al., 2009b).

While Ingenuity Pathway Analysis (IPA) is often the tool of choice to analyze RNA-Seq results, human orthologues exist for only about two-thirds of the transcripts affected by either form of Ub^6^ (Dataset S1) and the IPA databases available to us do not emphasize *Drosophila* genes. Because the success of IPA is heavily dependent on having access to the most applicable database (Huang et al., 2009a), we opted to perform our analyses using DAVID. DAVID avoids stretching our observations to fit within the context of organisms other than *Drosophila*, or excluding *Drosophila*-specific genes involved in pathways of interest. Other fly laboratories have shown that DAVID analysis recognizes and compares genes from the fly genome, while also providing the tools to group functionally related genes and terms into a manageable number of biological modules (Table S2; Crona et al., 2015; Huang et al., 2007, 2009b; Sherman et al., 2007; Gramates et al., 2017). Fig. 1C outlines our experimental workflow. We note at this point that all of the genes discussed here are identified by their *Drosophila* symbol/name. The names of their potential human orthologues, where applicable, are also provided in the text and tables.

### DAVID analyses

We found a limited number of altered transcripts in flies expressing non-conjugatable and conjugatable untethered Ub^6^ chains: 94 transcripts were altered in Ub^6^-Stop and 86 were altered in Ub^6^-GG flies compared to controls, including 26 transcripts affected in both lines (Fig. 2; Dataset S1). 

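In the authors' deposited tables, 86 of the 16997 genes passed the thresholds (absolute log2 fold change >1, FDR <0.05) in Ub6-GG and 94 in Ub6-Stop, which is 0.506% and 0.553% of the genes. The fold change threshold removed none of them, since the smallest absolute log2 fold change among genes with an FDR below 0.05 was 1.17 in Ub6-GG and 1.22 in Ub6-Stop. The median absolute log2 fold change of the altered transcripts was 2.104 and 2.126. The 2 sets shared 26 transcripts out of 154 altered in either comparison, 22 of them higher and 4 lower in both groups. None of the 26 went in opposite directions.

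Both comparisons use the same 4 control libraries, which makes their fold changes alike by chance. In 20 simulations of unchanged groups with the recovered library sizes and dispersions, the correlation of the 2 sets of log2 fold changes across genes with mean log2 CPM above 1 averaged 0.468 and reached 0.492, against 0.618 in the data. Genes are not independent replicates, and the comparison is between correlations only. Unchanged groups give almost no altered transcripts, so the overlap was set beside 20 further simulations, chosen after the data were seen, in which the folds of each group's altered transcripts were put on randomly drawn genes of like expression, independently for the 2 groups. These gave between 91 and 109 altered transcripts in Ub6-GG and between 92 and 109 in Ub6-Stop, and between 0 and 4 altered in both. Of the 60 transcripts that passed the thresholds in Ub6-GG alone, 59 changed in the same direction in Ub6-Stop, 41 of them with an unadjusted p below 0.05. Of the 68 that passed in Ub6-Stop alone, 59 changed in the same direction in Ub6-GG, 31 of them with an unadjusted p below 0.05. In the simulations with unrelated changes, the share in the same direction was on average 56.1% and 55.3%. In the reconstructed comparison of Ub6-Stop with Ub6-GG, 1 of the 60 and 11 of the 68 passed the thresholds, and 21 and 41 had an unadjusted p below 0.05. These transcripts were selected for their change in one group, which favours a difference.

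The choice that moved the counts most was a Bonferroni adjustment in place of the FDR, which left 24 transcripts in Ub6-GG, 23 in Ub6-Stop and 4 in both.

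**Figure D1:**
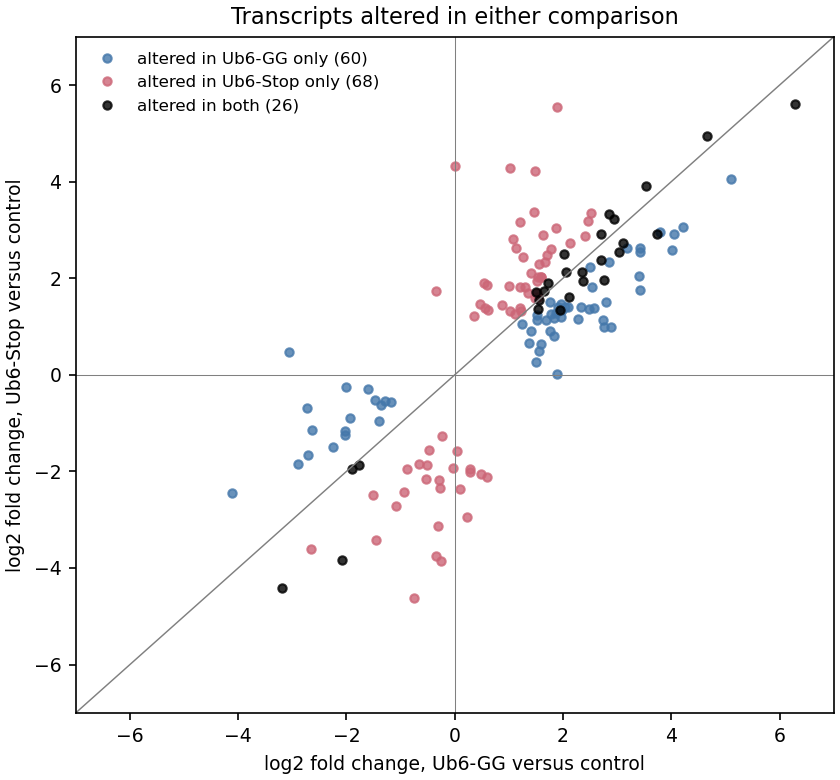
Log2 fold change in Ub6-Stop versus control (vertical axis) against Ub6-GG versus control (horizontal axis) for the 154 transcripts altered in either comparison, 1 point per transcript; the diagonal marks equal change. The 26 transcripts altered in both (black) lie at the upper right and the lower left, near the diagonal.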

Controls were flies with the same genetic background used to generate Ub^6^ flies, crossed to the sqh-Gal4 driver, ensuring that flies were as comparable as possible at the genetic level. 

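The authors' deposited tables hold 65 higher and 21 lower transcripts among those altered in Ub6-GG, and 65 higher and 29 lower among those altered in Ub6-Stop, so that 75.6% and 69.1% of the altered transcripts were higher than in controls. In Ub6-GG 17 of the 65 higher transcripts, and in Ub6-Stop 18 of 65, had a recovered mean of at most 3 reads per control library. For 3 of them in each group no control read was recovered at all, namely CG32751, CR42765 and ETHR in Ub6-GG and CG10591, CG32751 and CR42765 in Ub6-Stop. The fitted fold changes of such transcripts depend on the prior count of the fit, and their size is known only as a lower bound. Among the 22 transcripts higher in both groups, 12 had the larger log2 fold change in Ub6-GG and 10 in Ub6-Stop. The median absolute difference between the 2 log2 fold changes of the 26 shared transcripts was 0.36.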

The majority of altered transcripts was upregulated (65 from each condition), with 22 transcripts overlapping between groups (Fig. 2). Only 30% of all identified *Drosophila* transcripts have assigned gene names, indicating that most of the affected genes have not drawn sufficient genetic or functional attention in the fly, and 27% of the genes have no predicted function.

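By the symbols in the authors' deposited tables, 51 of the 154 transcripts altered in either group relative to control carried a gene name and 103 only a CG or CR identifier, a share of 33.1% with a name. The share was 32.6% in Ub6-GG (28 of 86) and 31.9% in Ub6-Stop (30 of 94). With the 24 transcripts of the reconstructed comparison between Ub6-Stop and Ub6-GG included, 57 of 166 transcripts had a name (34.3%). Among the 26 transcripts altered in both groups, 7 had a name (26.9%). For comparison, 44.6% of all 16997 genes in the tables had a name, and 49.7% of the genes with mean log2 CPM above 1 did. Predicted functions of the transcripts were not analysed here.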

**Fig. 2.**
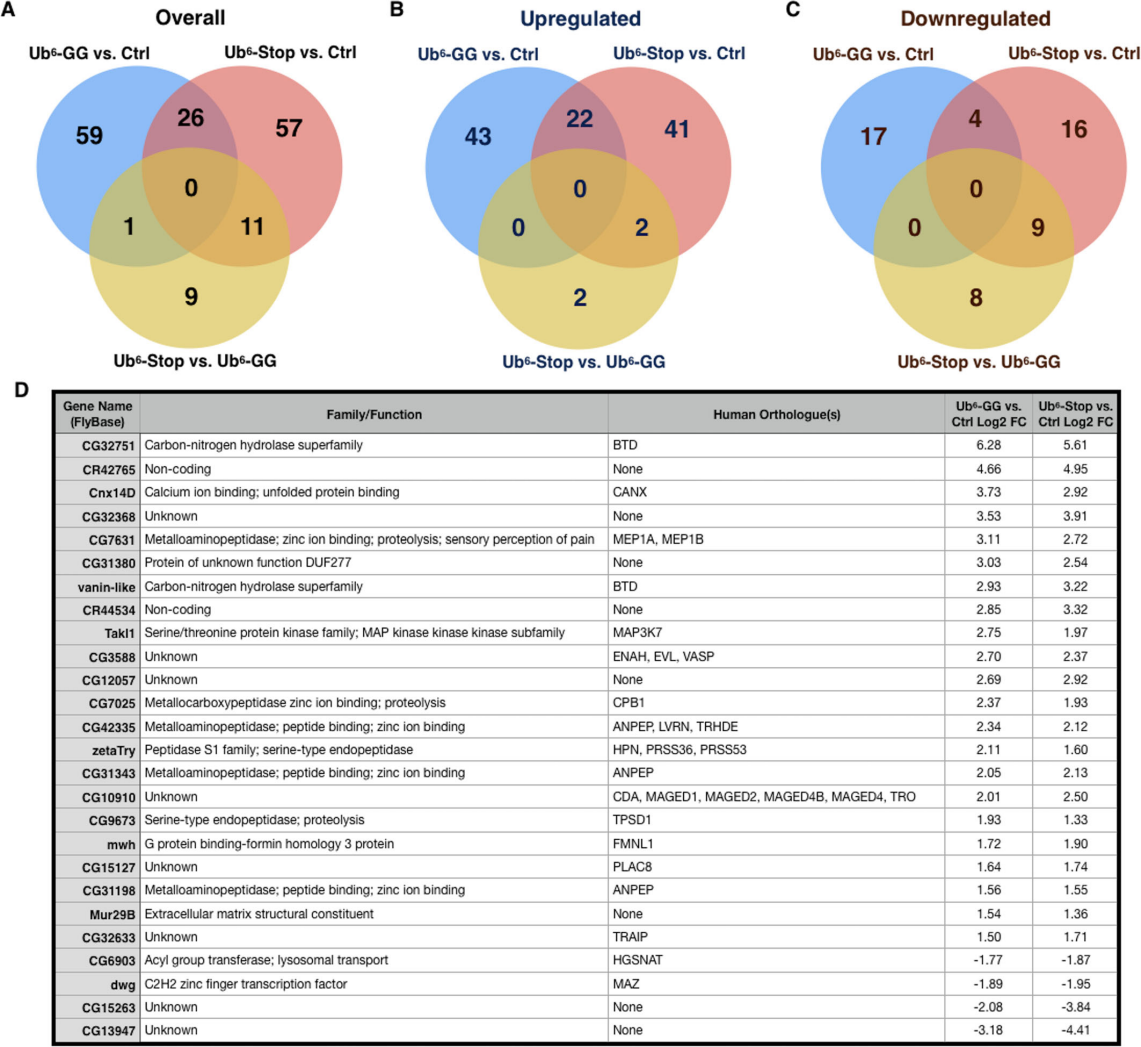
**Venn diagrams (http://bioinformatics.psb.ugent.be/webtools/Venn/) depict overlap in the number of differentially expressed (absolute Log2 fold change >1, FDR<0.05) genes as determined by RNA-Seq at each level of comparison (Ub^6^-GG versus control, Ub^6^-Stop versus control, Ub^6^-Stop versus Ub^6^-GG).** (A) All genes, (B) upregulated genes only, (C) downregulated genes only. (D) Overlapping, differentially-expressed transcripts that are consistent in direction in both Ub^6^-GG versus control and Ub^6^-Stop versus control comparisons. FC, fold change. All genes are identified by their *Drosophila* symbol/name, with ‘CG’ denoting that the gene has not yet been named in *Drosophila*. Transcripts were researched using Flybase.org and any information on function and human orthologues is displayed in the table.

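The transcripts of Fig. 2D differ widely in abundance. CG32368 had the smallest FDR of both comparisons in the authors' deposited table, 2.12e-08 in Ub6-GG and 1.01e-10 in Ub6-Stop. Its recovered mean rose from 6.19 reads per control library to 73.0 in Ub6-GG and 94.9 in Ub6-Stop, log2 fold changes of 3.53 (standard error 0.50) and 3.91 (standard error 0.50). CG12057 was among the most abundant, with 144.4 recovered reads per control library, 934.6 in Ub6-GG and 1094 in Ub6-Stop, and its standard errors were 0.62 and 0.63. The 4 lower transcripts were CG13947, CG15263, CG6903 and dwg. CG13947 fell from 2598 recovered reads per control library to 286.0 in Ub6-GG and 122.2 in Ub6-Stop, with log2 fold changes of -3.18 (standard error 0.75) and -4.41 (standard error 0.79). CG15263 fell from 39.96 recovered reads to 9.38 and 2.67. The difference between its 2 log2 fold changes, -1.77 (standard error 0.66), was the largest among the 26 shared transcripts and had a reconstructed FDR of 0.642. None of the 26 passed the thresholds in the reconstructed comparison of Ub6-Stop with Ub6-GG. For 7 of the 26, fewer than 12 reads were recovered over the 4 control libraries together.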

To place these altered transcripts into physiological context, we submitted the differentially expressed transcripts to DAVID (Huang et al., 2009b). This allowed us to determine enriched gene ontology terms and pathways, assessing biological processes, molecular functions and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways (Tables 1–3). Five biological process terms (proteolysis, peptide catabolic process, mannose metabolic process, protein deglycosylation and melanin biosynthetic process from tyrosine) were enriched in upregulated Ub^6^-GG transcripts, whereas for Ub^6^-Stop, three terms (proteolysis, peptide catabolic process and transmembrane transport) were enriched in upregulated and six terms (carbohydrate metabolic process, folic acid-containing compound biosynthesis process, tetrahydrofolate interconversion, *de novo* IMP biosynthetic process, one-carbon metabolic process and oxidation-reduction process) were enriched in downregulated transcripts. 

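The enrichment test of DAVID was not repeated here, and the genes of each term were taken from Table S3. Every gene listed there for Ub6-GG and Ub6-Stop passed the thresholds in its direction in the authors' deposited table. In Ub6-GG the mannose metabolic process consists of LManIII, LManV and LManVI, with log2 fold changes of 2.74 (standard error 0.73), 2.79 (standard error 0.70) and 2.48 (standard error 0.65). These paralogs lie within 3 genes of one another in release 6 of the genome annotation, and reads may be shared between them, so the 3 values are not independent. Their log2 fold changes in Ub6-Stop were also above 0, with a median of 1.36, and none passed the thresholds there. The melanin term consists of y and yellow-f2. The recovered mean of y was 1.32 reads per control library and 12.9 in Ub6-GG, at least 4.31-fold higher when controls are set to a floor of 3 reads per library. That of yellow-f2 was 12.7 and 33.1 reads. The 6 transmembrane transport genes rose in Ub6-Stop by a median log2 fold change of 2.23, between 1.35 (CG4562) and 3.19 (CG42825), and in Ub6-GG by a median of 1.27 with none past the thresholds. Among the lower transcripts of Ub6-Stop, the oxidation-reduction term (CG12766, Cyp4p2, Nmdmc and pug) had a median log2 fold change of -2.07 in Ub6-Stop and -0.30 in Ub6-GG. The purine synthesis genes AdSL and ade3 fell from 157.5 and 138.6 recovered reads per control library to 43.8 and 47.2 in Ub6-Stop, with 99.6 reads for each in Ub6-GG. The differences between the 2 groups had reconstructed FDRs of 0.362 and 0.706.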

The biological process terms ‘proteolysis’ and ‘peptide catabolic process’ were enriched in upregulated transcripts from both groups, the former associated with ∼22% of all upregulated Ub^6^-GG transcripts and ∼18% of upregulated Ub^6^-Stop transcripts (Table 1; Table S3 lists all genes for each term). 

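Table S3 lists 8 genes under proteolysis for Ub6-GG and 12 for Ub6-Stop, all past the thresholds, which is 12.3% and 18.5% of the 65 higher transcripts of each group. Together, Table S3 and Table S4 list 19 genes under proteolysis, peptide catabolic process, peptide binding or serine-type endopeptidase activity for either group. Of the higher transcripts of Ub6-GG 14 were among these 19 genes (21.5%), and of those of Ub6-Stop 12 were. The 4 terms as listed for Ub6-GG alone hold 13 genes (20%). Both groups shared 7. The fold changes of the 19 genes were above 0 in both comparisons without exception, 19 of them with an unadjusted p below 0.05 in Ub6-GG and 17 in Ub6-Stop. Their median log2 fold change was 2.04 in Ub6-GG, with a range from 1.402 to 3.43, and 1.82 in Ub6-Stop, with a range from 0.64 to 2.72. The study chose these genes from the same libraries, so their common direction is not independent evidence. No gene of the 19 passed the thresholds in the reconstructed comparison of Ub6-Stop with Ub6-GG, where CG1304 came closest, with a difference of -1.89 (standard error 0.56, reconstructed FDR 0.204).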

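Under serine-type endopeptidase activity Table S4 lists 7 genes for Ub6-GG, of which CG8299 had the largest log2 fold change, 3.43 (standard error 0.79), and CG31265 the smallest, 1.599 (standard error 0.39). All 7 were also higher in Ub6-Stop, with a median log2 fold change of 1.33, and 2 of them (CG9673 and zetaTry) passed the thresholds there. For Ub6-Stop 6 genes are listed, from CG9673 with 1.33 (standard error 0.34) to CG11911 with 2.72 (standard error 0.66). All 6 were higher in Ub6-GG as well, with a median of 1.75. Peptide binding consists of the aminopeptidase genes CG31198, CG31343 and CG42335, with CG8773 in Ub6-GG only. CG31198 rose from 337.6 recovered reads per control library to 998.0 in Ub6-GG and 986.9 in Ub6-Stop, CG31343 from 118.5 to 492.1 and 519.2, and CG42335 from 9.59 to 49.1 and 42.17. CG8773 rose from 16.3 to 67.0 reads in Ub6-GG and to 43.0 in Ub6-Stop. Its difference between the 2 groups, -0.64 (standard error 0.45), had a reconstructed FDR of 1. In release 6 of the annotation CG31198, CG31343 and CG42335 lie within 3 genes of one another, and reads may be shared among them.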

Five molecular function terms, the most prominent of which were ‘serine-type endopeptidase activity’ and ‘peptide binding’ were enriched in upregulated transcripts from both groups. The molecular function category overall reported nine enriched terms in upregulated Ub^6^-GG transcripts, as well as five upregulated and six downregulated transcripts for Ub^6^-Stop (Table 2; Table S4 lists all genes associated with each term).

**Table 1.**
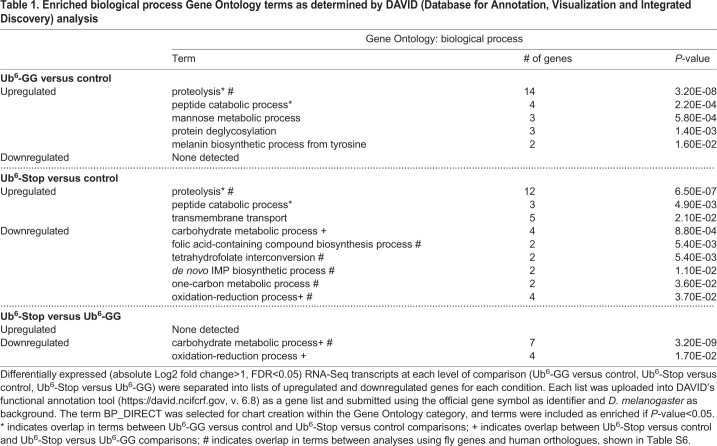
**Enriched biological process Gene Ontology terms as determined by DAVID (Database for Annotation, Visualization and Integrated Discovery) analysis**

**Table 2.**
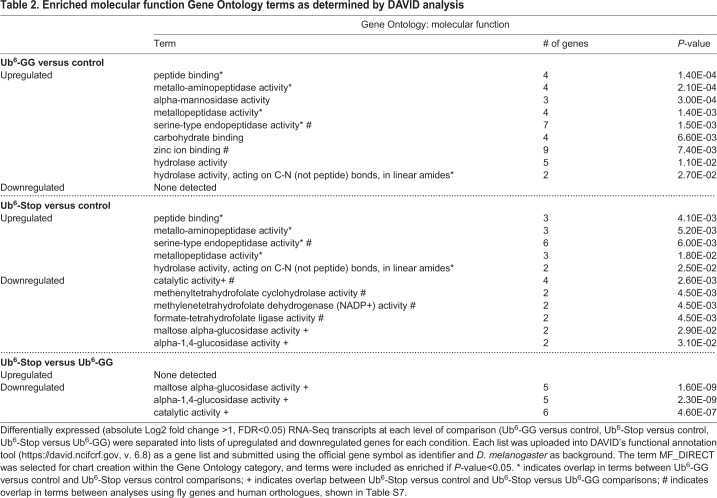
**Enriched molecular function Gene Ontology terms as determined by DAVID analysis**

**Table 3.**
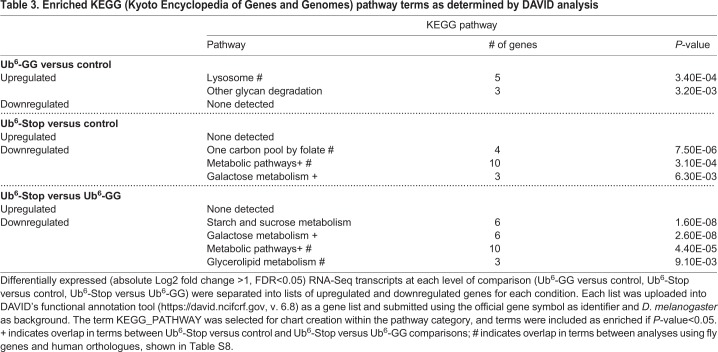
**Enriched KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway terms as determined by DAVID analysis**

As in other transcriptomic studies (Gajan et al., 2016; Kučerová et al., 2016), we assessed differentially expressed genes for both enriched Gene Ontology terms and KEGG pathways, in order to provide both a gene-specific and broader pathway context. For KEGG analysis, two pathways (lysosome and other glycan degradation) were enriched in upregulated Ub^6^-GG transcripts, with three (one carbon pool by folate, metabolic pathways and galactose metabolism) enriched in downregulated Ub^6^-Stop transcripts. 

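For the lysosome pathway Table S5 lists 6 genes in Ub6-GG. The mannosidase genes rose from between 25.0 (LManIII) and 41.7 (LManVI) recovered reads per control library to between 167.7 (LManIII) and 253.1 (LManV). Vha100-4 rose from 5.53 to 22.2 recovered reads, a log2 fold change of 1.98 (standard error 0.42), and Tsp29Fa from 52.7 to 124.6, a log2 fold change of 1.24 (standard error 0.33). CG6903 fell from 89.9 recovered reads per control library to 26.3 in Ub6-GG and 24.5 in Ub6-Stop, log2 fold changes of -1.77 (standard error 0.47) and -1.87 (standard error 0.47). The glycan degradation pathway consists of the mannosidase genes alone. In Ub6-Stop the folate pathway consists of ade3, CG3011, Nmdmc and pug, with a median log2 fold change of -1.76 and a range from -2.19 to -1.55. In Ub6-GG their median was -0.38 and 3 of the 4 were below 0. CG3011 was the most abundant, with 678.5 recovered reads per control library, 695.9 in Ub6-GG and 227.1 in Ub6-Stop. Its difference between Ub6-Stop and Ub6-GG, -1.62 (standard error 0.43), had a reconstructed FDR of 0.0775. The galactose pathway consists of CG12766, Mal-A1 and Mal-A7 in Ub6-Stop, with log2 fold changes between -3.12 and -2.11.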

Although few KEGG pathways were enriched, the term ‘metabolic pathways’ was associated with 34% of downregulated transcripts in Ub^6^-Stop flies (Table 3; Table S5 lists all genes associated with each term). 

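Table S5 lists 15 genes under this term for Ub6-Stop. Of these 10 were lower past the thresholds in the authors' deposited table, which is 34.5% of the 29 lower transcripts. The other 5 (CG13377, CG17224, CG30016, Ugt35b and vanin-like) were higher in Ub6-Stop, each past the thresholds. The 10 lower genes had a median log2 fold change of -1.98 in Ub6-Stop and -0.30 in Ub6-GG, where 1 of them, CG6903, passed the thresholds.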

The relatively modest number of enriched gene ontology terms and pathways is not unexpected, considering the limited number of differentially expressed transcripts that reached statistical significance.

Next, we examined the possibility that unanchored Ub chains that cannot be conjugated elicit a response different from chains that can be conjugated. Thus, we directly compared flies expressing Ub^6^-Stop to those expressing Ub^6^-GG. Only 21 transcripts were altered in Ub^6^-Stop compared to Ub^6^-GG, 17 of which were downregulated (Fig. 2 and Dataset S1; no transcripts were altered across all comparisons). 

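A table of this comparison was not analysed here. It was reconstructed from the other 2, a step chosen after the data were seen. Since both deposited comparisons come from one fit over all 12 libraries, the difference of their log2 fold changes is the log2 fold change of Ub6-Stop against Ub6-GG, and the recovered group means, library sizes and dispersions give its likelihood ratio. The dispersions solved separately from the 2 tables lay within 10% of each other for 95.8% of the 1267 genes where both could be solved well. On simulated counts with 200 genes changed 8-fold in Ub6-Stop, 193 of the 200 passed the thresholds in the comparison reconstructed from the 2 tables, along with 12 unchanged genes, and 204 of the 205 calls were also made from the counts.

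In the data, 24 transcripts passed the thresholds (absolute difference >1, reconstructed FDR <0.05), 19 of them lower and 5 higher in Ub6-Stop than in Ub6-GG, out of 727 with an unadjusted p below 0.05. Of the 24, 11 were also altered in Ub6-Stop versus control and 1, mthl8, in Ub6-GG versus control. None was altered in all 3 comparisons, and 12 were altered in neither comparison with control. For mthl8 the recovered mean was 7.88 reads per control library, 0.836 in Ub6-GG and 10.98 in Ub6-Stop. With reconstructed FDR limits of 0.01 and 0.10, 9 and 38 transcripts passed.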

We again relied on DAVID to analyze differentially expressed transcripts for gene ontology terms and pathways (Tables 1–3; Tables S3–S5 list all genes associated with each term). 

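The 12 genes that Tables S3 to S5 list for Ub6-Stop against Ub6-GG were all lower past the thresholds in the reconstructed comparison, with differences of log2 fold change between -3.18 and -1.51 and reconstructed FDRs up to 0.0445. Their median log2 fold change against control was 0.42 in Ub6-GG and -1.96 in Ub6-Stop, and 10 of the 12 were above 0 in Ub6-GG. The separation between the 2 groups thus holds a fall in Ub6-Stop and, for some genes, a rise in Ub6-GG that did not pass the thresholds. Several maltase genes were among the 12, and one of them, Mal-A7, had the largest difference. Mal-A7 had 318.6 recovered reads per control library, 373.8 in Ub6-GG and 41.2 in Ub6-Stop, a difference of -3.18 (standard error 0.65, reconstructed FDR 0.00322). Mal-A1 had 304.5, 458.7 and 70.4 reads, a difference of -2.70 (standard error 0.55, reconstructed FDR 0.00322). For Mal-A4 the values were 87.9, 272.3 and 35.9 reads, and neither comparison with control passed the thresholds, while the difference of -2.92 (standard error 0.71) did. The amylase gene Amy-d and tobi, a glucosidase gene, behaved like Mal-A4, with differences of -2.65 (standard error 0.61) and -2.99 (standard error 0.72). Members of the Mal-A family are similar to one another, and reads could be split between them. For the oxidation-reduction term, Cyp4p2 (listed by its older symbol in Table S3) fell from 44.4 recovered reads per control library and 43.4 in Ub6-GG to 11.6 in Ub6-Stop.

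**Figure D2:**
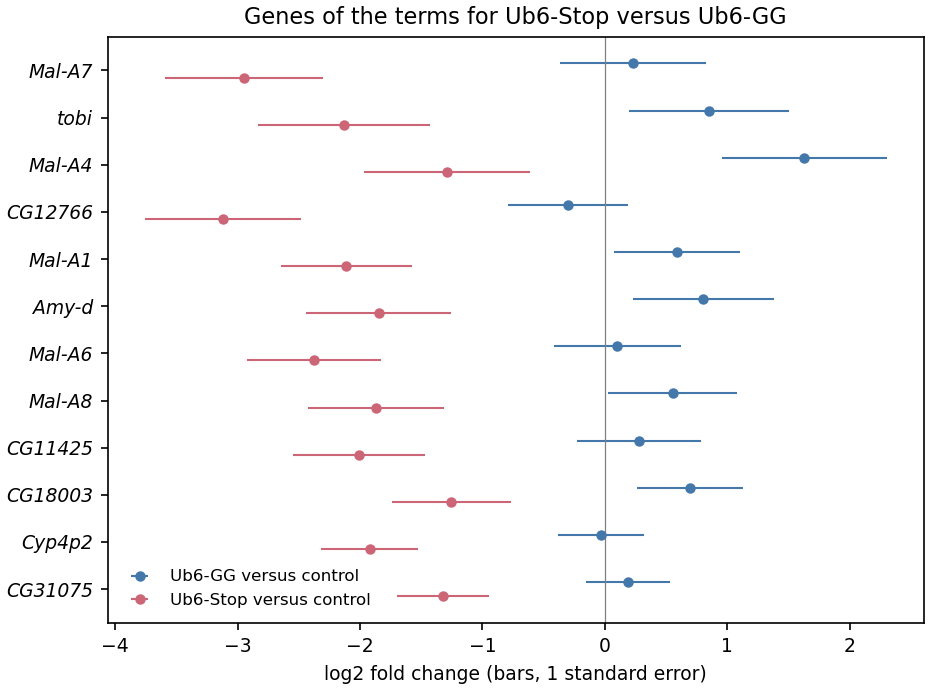
Log2 fold change against control in Ub6-GG (blue) and Ub6-Stop (red) for the 12 genes listed for Ub6-Stop versus Ub6-GG, ordered by the difference between them; bars are 1 approximate standard error. Every gene lies lower in Ub6-Stop than in Ub6-GG, by between 1.51 (CG31075) and 3.18 (Mal-A7) on the log2 scale.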

Two biological processes (carbohydrate metabolic process and oxidation-reduction process) and three molecular functions (maltose alpha-glucosidase activity, alpha-1,4-glucosidase activity and catalytic activity) were enriched in downregulated Ub^6^-Stop transcripts in comparison to both Ub^6^-GG and controls (Tables 1,2; Tables S3,S4). For KEGG analysis, four pathways were enriched in downregulated Ub^6^-Stop transcripts, with two of the four (galactose metabolism and metabolic pathways) enriched in comparison with both other conditions (Table 3; Table S5). 

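The 4 pathways draw on overlapping genes. Starch and sucrose metabolism (6 genes) and galactose metabolism (6 genes) share Mal-A1, Mal-A4, Mal-A7, Mal-A8 and tobi, with medians of -2.81 and -2.87 for the difference of log2 fold changes between Ub6-Stop and Ub6-GG. Mal-A8 had 123.3 recovered reads per control library, 181.3 in Ub6-GG and 33.7 in Ub6-Stop, a difference of -2.42 (standard error 0.56). The 10 genes under metabolic pathways had a median difference of -2.68. Glycerolipid metabolism consists of CG11425, CG12766 and CG31075. CG12766 fell to 1.94 recovered reads per library in Ub6-Stop from 17.8 in controls and 14.4 in Ub6-GG, and CG11425 fell to 24.0 from 97.0 and 117.9. From these pathways the paper proposes a response specific to non-conjugatable chains, with the reservation that few transcripts were altered.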

While these transcriptomic and pathway analysis outcomes suggest a response specific to flies expressing non-conjugatable free Ub chains, the small number of differentially expressed transcripts limits this interpretation.

Lastly, we used DAVID to analyze only the set of human genes that have fly orthologues, in case additional or different pathways arise that might not have been captured by analyzing the fly genes exclusively. As shown in Tables S6–S8, there was general agreement with the fly-based DAVID analyses. The biological processes, molecular functions and pathways that were represented by the largest numbers of fly genes were well conserved between the two sets of analyses, including proteolysis and carbohydrate metabolic process, zinc-ion binding and serine-type endopeptidase activity, and lysosome and metabolic pathways. Still, biological processes and molecular functions arose that were not observed from fly-based gene analysis. These differences were most often represented by small numbers of genes, generally two to four. Among biological processes, these include upregulation of regulation of cell shape, response to pH and termination of signal transduction (comparing Ub^6^-GG versus control), upregulation of biotin metabolism (comparing Ub^6^-Stop versus control), and downregulation of amino acid transport and protein tetramerization (comparing Ub^6^-Stop versus control). Among molecular functions that emerged from the human gene-based analyses, apolipoprotein binding and mannose binding were upregulated (comparing Ub^6^-GG versus control), zinc-ion binding was upregulated (comparing Ub^6^-Stop versus control), and electron carrier activity and oxidoreductase activity were downregulated (comparing Ub^6^-Stop versus Ub^6^-GG). Based on KEGG pathway analyses, the following differences were observed in the human-based analyses when compared to the fly-based analyses: upregulation of metabolic pathways (comparing Ub^6^-GG versus control), downregulation of the biosynthesis of antibiotics and glycerolipid metabolism (comparing Ub^6^-Stop versus control), and downregulation of the biosynthesis of antibiotics (comparing Ub^6^-Stop versus Ub^6^-GG). Collectively, while there are some variations between the two sets of analyses, the overall outcomes are not markedly different. Importantly, considering the small numbers of genes representing the divergences between the two sets of analyses, it is warranted that differences in outcomes be interpreted with caution.

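What could pass the thresholds depends on the depth and the dispersion. For the 11797 genes with mean log2 CPM above 1, the median standard error of a log2 fold change computed from the recovered means, library sizes and dispersions was 0.44 in both comparisons. The largest p-value among altered transcripts in the authors' deposited tables was 0.000249 in Ub6-GG and 0.000258 in Ub6-Stop. At these limits, the median absolute log2 fold change a gene needed was 1.62 in Ub6-GG and 1.63 in Ub6-Stop, a 3.08-fold change. The median needed was 2.03 for the 6391 genes with mean log2 CPM from 1 to 4, 1.31 for the 4362 genes from 4 to 7, and 1.35 for the 1044 genes above 7. A log2 fold change of 1 would have sufficed for only 0.0339% of the genes in Ub6-GG and 0.0424% in Ub6-Stop, and one of 2 for 69.4% and 69.3%. Changes below about 2.5-fold were therefore mostly not detectable at this depth with 4 libraries per group. An unadjusted p below 0.05 was reached by 1410 genes in Ub6-GG and 1229 in Ub6-Stop, against means of 766 and 759 in simulations of unchanged groups. The 86 and 94 altered transcripts are 0.729% and 0.797% of the genes with mean log2 CPM above 1, and a single one of them lay below that level. From the number of altered transcripts, set beside those of other whole-fly studies, the paper concludes that the impact on the transcriptome is seemingly minimal.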

Overall, expression of unanchored Ub chains in *Drosophila* has a seemingly minimal impact on transcriptomic response, as the number of altered transcripts (<100 for each group) is markedly low in comparison to the majority of reports by other, whole-fly RNA-Seq studies (Moskalev et al., 2014; Castillo et al., 2015; MacMillan et al., 2016; Jiang et al., 2017). Although one study reported a comparable 57 genes affected by formaldehyde exposure (Moskalev et al., 2014), most were within the range of hundreds to several thousand genes, in studies ranging from cold acclimation to infection (Moskalev et al., 2014; MacMillan et al., 2016; Jiang et al., 2017; Castillo et al., 2015).

### Validation by qRT-PCR

To validate RNA-Seq observations, we selected twelve genes from several pathways for confirmation by qRT-PCR. cDNA libraries were obtained from the same RNA used for RNA-Seq, as well as from RNA extracted from new genetic crosses, for at least three biological replicates per genotype. All primer sequences are listed in Table S9. In most cases, results from RNA-Seq were confirmed by statistically significant changes, in the same direction, by qRT-PCR (Fig. 3). 

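For CG32751 no read was recovered in the 4 control libraries, which held 7908932 reads together, while 34.3 reads were recovered over the 4 libraries of Ub6-GG and 22.4 over those of Ub6-Stop. The fitted fold change, 77.6 in Ub6-GG, rests on the prior count. With the 3 reads that a count of 0 allows set for the control libraries together, the transcript was at least 15.0-fold higher in Ub6-GG and 9.42-fold higher in Ub6-Stop, and with a floor of 3 reads in each control library at least 3.198-fold and 2.01-fold. In release 6 of the annotation its neighbours include vanin-like, a related gene with which it could share reads and which was higher in both groups as well. Drsl3 had 2.08 recovered reads per control library and 22.6 in Ub6-Stop, at least 7.55-fold higher at the floor of 3 reads. Its log2 fold change of 3.37 (standard error 0.73) had an FDR of 0.00241 in the authors' deposited table. LysE rose from 133.8 to 1363 recovered reads per library in Ub6-Stop, 10.2-fold with a standard error of 0.83 on the log2 scale, and to 766.2 in Ub6-GG. Other lysozyme genes are similar to LysE, and reads could be shared with them. Mal-A7 was 7.71-fold lower in Ub6-Stop, with a standard error of 0.64 on the log2 scale. CG2650 fell from 146.3 recovered reads per control library to 11.8 in Ub6-Stop, 12.2-fold lower with a standard error of 0.92 on the log2 scale, and to 23.1 in Ub6-GG.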

Our overall confirmation success is well within the range of confirmation reported widely in the literature (Rajkumar et al., 2015; Aanes et al., 2014; Kaur et al., 2012; van Blitterswijk et al., 2013). qRT-PCR-validated transcripts include several genes with marked expression changes observed by RNA-Seq: *CG32751* (∼78-fold increase); *Drsl3* and *LysE* (∼tenfold increase); *Mal-A7* and *CG2650* (∼tenfold decrease) (Dataset S1 lists all log2 fold changes determined by RNA-Seq).

**Fig. 3.**
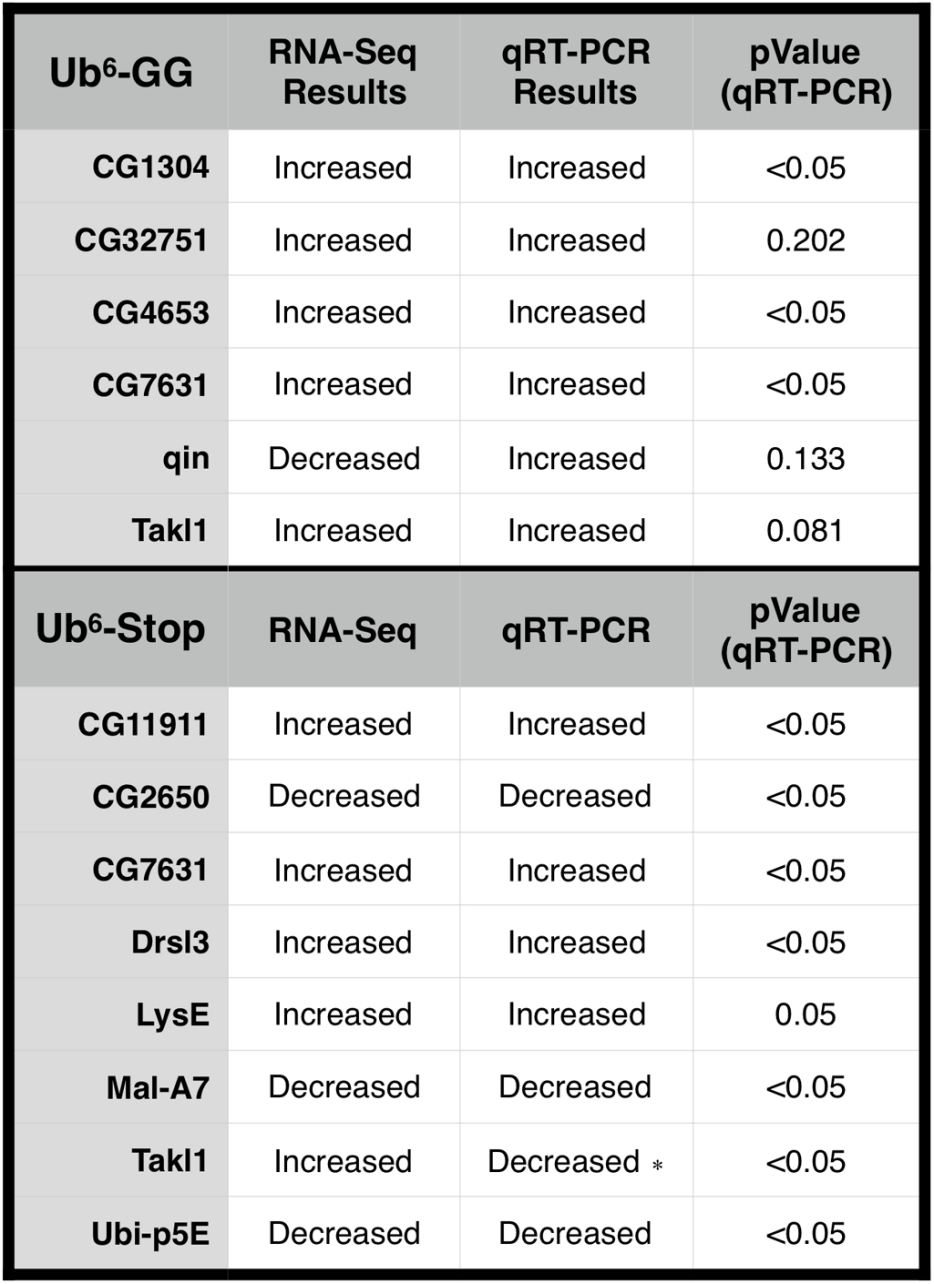
**qRT-PCR validation of differential expression trends for select RNA-Seq hits.** Asterisk indicates inconsistency between RNA-Seq and qRT-PCR results. All *P*-values were determined using a one-tailed Student's *t*-test comparing gene expression fold change.

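Fig. 3 pairs 12 genes with the groups in which they were altered, 14 pairs in all. In the authors' deposited tables every one of the 14 passed the thresholds, 10 as higher and 4 as lower than control. The qRT-PCR values themselves were not analysed here. In Ub6-GG, CG1304 rose from 10.1 recovered reads per control library to 75.7, CG4653 from 50.8 to 295.1 and CG7631 from 1.27 to 11.9. In Ub6-Stop, CG11911 rose from 72.2 to 476.9 and CG7631 to 9.06. At the floor of 3 reads per control library, CG7631 was at least 3.96-fold higher in Ub6-GG and 3.02-fold higher in Ub6-Stop. Of the pairs that Fig. 3 does not show, Mal-A7 in Ub6-GG went the other way, with a log2 fold change of 0.23 (standard error 0.59). Several others had fold changes in the same direction, such as CG11911 in Ub6-GG. Its log2 fold change of 2.13 (standard error 0.65) in Ub6-GG had an FDR of 0.104 in the authors' deposited table. CG4653 in Ub6-Stop had a log2 fold change of 1.82 (standard error 0.51) and an FDR of 0.0576 there, which became 0.0404 when the Benjamini-Hochberg adjustment was recomputed over genes with mean log2 CPM above 1.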

The direction of change for the transcripts that were confirmed to reach statistical significance by qRT-PCR was the same between RNA-Seq and qRT-PCR results, with one exception: *Takl1* in response to Ub^6^-Stop (Fig. 3; please see the Discussion for additional information on Takl1 protein). By RNA-Seq, *Takl1* on the Ub^6^-Stop background nearly missed the FDR cutoff (FDR=0.047; GEO data available online). 

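Takl1 had a log2 fold change of 1.97 (standard error 0.54) in Ub6-Stop with an FDR of 0.0466 in the authors' deposited table, the highest FDR among the 26 transcripts altered in both groups. Its unadjusted p of 0.000258 was the largest among the altered transcripts of that comparison. A total of 22.4 reads of Takl1 were recovered over the 4 control libraries and 71.1 over the 4 libraries of Ub6-Stop, or 4.78 and 19.1 reads per library of average size.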

We interpret this divergence in outcomes for *Takl1* as an indicator of lack of overall change in its expression in the presence of Ub^6^-Stop. It is not uncommon for the direction of change in RNA-Seq results to differ from the direction of change observed from qRT-PCR data (Rajkumar et al., 2015; Aanes et al., 2014; Kaur et al., 2012; van Blitterswijk et al., 2013). These discrepancies can arise for a variety of reasons, including the housekeeping gene used (Kaur et al., 2012) as well as the length of the identified genes (Bullard et al., 2010). The rest of the genes we tested by qRT-PCR, whose differential expression reached statistical significance, matched the direction of fold change observed with RNA-Seq. The expression pattern of the genes assessed by qRT-PCR in the fly is summarized in Table S9, although we note that this table only lists the tissues in which the genes are more highly expressed; they may also be present in other tissues.

## DISCUSSION

Here, we evaluated whether there is an organismal response at the gene expression level in the presence of unanchored poly-Ub in *Drosophila*. Unanchored Ub chains are thought to be transient, toxic residents of the cellular milieu (Piotrowski et al., 1997; Doelling et al., 2001; Amerik and Hochstrasser, 2004; Wang et al., 2014; Amerik et al., 1997; Dayal et al., 2009). However, our previously published work showed that this might not need to be the case *in vivo*: we observed little to no toxicity from the presence of unanchored poly-Ub in intact flies at all ages and stages examined (Blount et al., 2018). Thus, we wondered whether lack of clear toxicity is due to a mounted defense or response, which we elected to start examining by RNA-Seq.

To model unanchored poly-Ub in the fly, we utilized transgenes that express six Ub moieties in tandem, lacking internal motifs that enable their disassembly into mono-Ub; one transgene encodes Ub^6^ that cannot be attached onto other proteins, whereas the other enables this option (Fig. 1B). Transgenes were expressed in all fly tissues and at all stages of development and in adults, and RNA-Seq analyses were conducted using one-day-old flies. While planning this study, we had several hypotheses on the types of genes that could be affected by untethered Ub chains that we generated and expressed in *Drosophila*. Primarily, we thought that genes involved in Ub-dependent processes and pathways, as well as proteasome-related genes, might be altered. These hypotheses were based on the current notion that unanchored poly-Ub is rapidly disassembled (Komander and Rape, 2012; Clague et al., 2013; Ristic et al., 2014; Komander et al., 2009) and on our previous work showing that Ub^6^ is degraded by the proteasome (Blount et al., 2018). For Ub^6^-GG, we further hypothesized a potential upregulation of Ub conjugation systems that could transfer these chains onto other proteins as single units. These hypotheses went unsupported by our RNA-Seq data; our analyses did not reveal a detectable difference in the transcription of those genes, with the exception of one E3 ligase, *qin* (Fig. 4), whose change at the transcript level was not confirmed through qRT-PCR. qin is a Tudor domain protein involved in the production of piRNAs that repress transposons in germline cells. It contains a RING domain and two B-Box domains, indicating E3 ligase activity, but its E3 function has not been characterized (Sato et al., 2015; Zhang et al., 2014, 2011). 

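Lists of genes for these hypotheses were written down before the data were examined. For the proteasome 32 of 46 listed symbols were found in the authors' deposited tables, for deubiquitinases 29 of 31, for E1, E2 and E3 enzymes 40 of 48, and for autophagy 23 of 25. Of these 124 genes, 1 passed the thresholds in Ub6-GG, qin, and none in Ub6-Stop, while 3 and 4 had an unadjusted p below 0.05. Adjusted over the list alone, qin was also the only one with an FDR below 0.05. The median log2 fold change of the proteasome genes was 0.14 in Ub6-GG and 0.01 in Ub6-Stop, at percentiles 80.8 and 23.0 of 10000 random lists matched on mean expression, and no proteasome gene moved by more than 0.83 in either group. For E1, E2 and E3 enzymes the medians were -0.10 and -0.05, at percentiles 7.49 and 27.8. Those of the autophagy genes were -0.01 and -0.05, at percentiles 56.3 and 51.7. None of these medians lay outside the central 95% of the random lists.

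The recovered mean of qin was 8.29 reads per control library, 1.14 in Ub6-GG and 5.12 in Ub6-Stop. It was at least 2.76-fold lower in Ub6-GG at the floor of 3 reads per library, with a log2 fold change of -2.74 (standard error 0.73). The FDR was 0.0392 in the authors' deposited table. In Ub6-Stop its log2 fold change was -0.68 (standard error 0.57). The difference between the 2 groups, 2.05 (standard error 0.79), had a reconstructed FDR of 0.698.

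**Figure D3:**
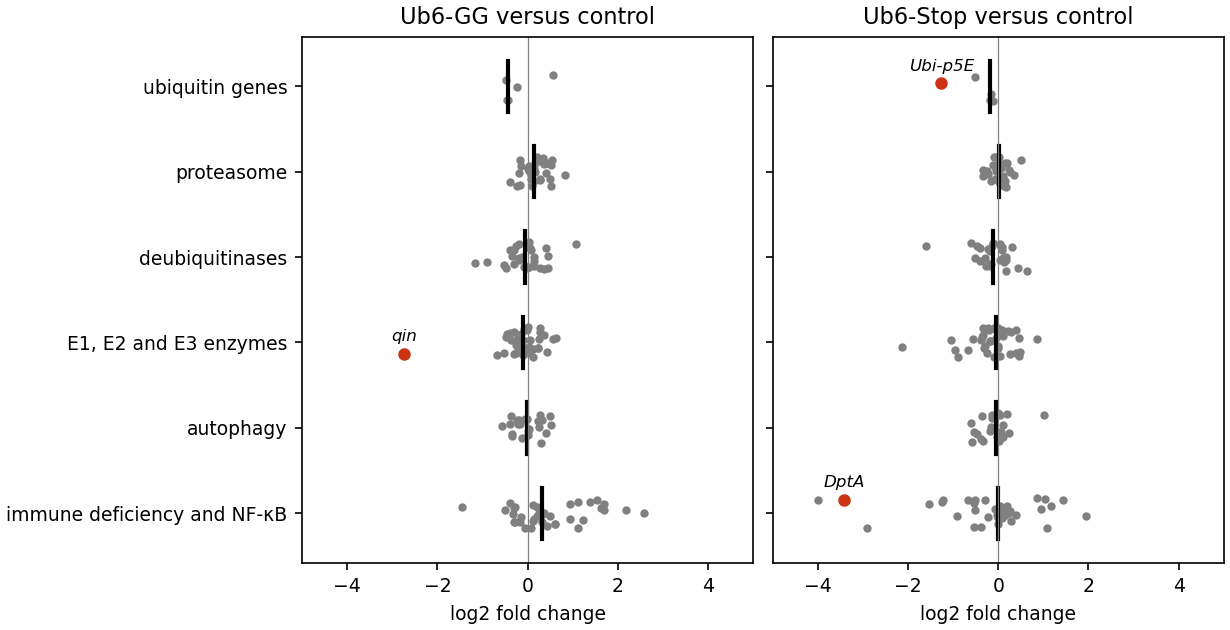
Log2 fold change against control in Ub6-GG (left) and Ub6-Stop (right) for each gene of 6 lists written before the data were examined, 1 point per gene, with black bars at the list medians; red points with names passed the thresholds. The points of the proteasome list lie within 0.83 of 0 in both groups.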

The lack of congruency between RNA-Seq and qRT-PCR results for *qin* argues against a marked effect from unanchored, conjugatable poly-Ub on the transcript levels of this E3 Ub ligase.

**Fig. 4.**
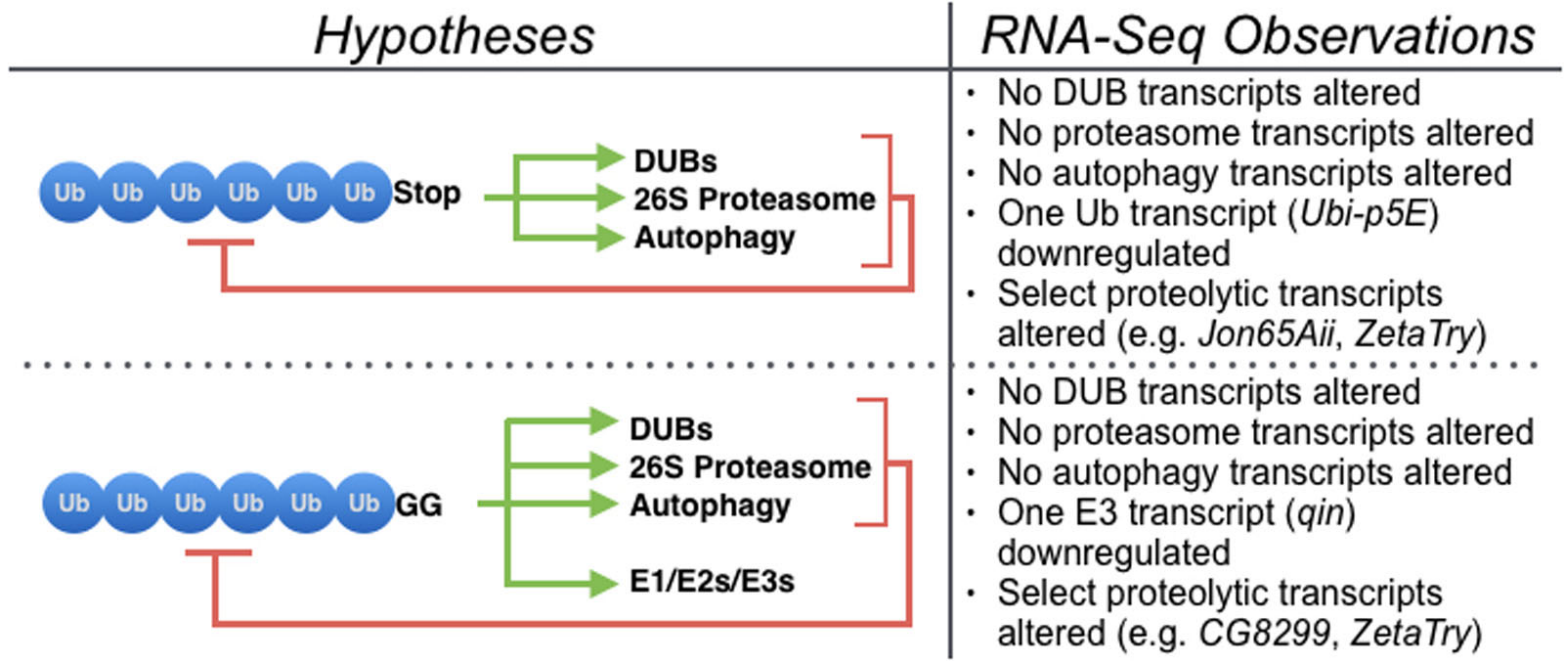
**Overview of the types of genes and pathways that we hypothesized might have been upregulated to dismantle, clear, or re-utilize Ub^6^, compared to the observed outcome by RNA-Seq.**

Insofar as Ub-related genes are concerned, we noted a reduction in the levels of *Ubi-p5E* in the presence of Ub^6^-Stop (Figs 3,4; Dataset S1). 

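The recovered mean of Ubi-p5E was 703.9 reads per control library, 600.7 in Ub6-GG and 293.2 in Ub6-Stop. Its log2 fold change in Ub6-Stop was -1.26 (standard error 0.34) with an FDR of 0.0407 in the authors' deposited table. In Ub6-GG it was -0.23 (standard error 0.33). The difference between Ub6-Stop and Ub6-GG, -1.03 (standard error 0.34), had an unadjusted p of 0.00224 from the reconstructed likelihood ratio and a reconstructed FDR of 0.385, so that it did not pass the threshold over all genes. Ubi-p5E and Ubi-p63E encode the same repeated protein, and reads could be split between them.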

*Ubi-p5E* is one of five *Drosophila* genes that encode mono-Ub either as a linear chain of multiple Ub moieties or in fusion to ribosomal components (Lee et al., 1988; Özkaynak et al., 1984; Lund et al., 1985; Redman, 1994; Redman and Rechsteiner, 1989; Baker and Board, 1991). Ub genes expressed as linear chains, such as *Ubi-p5E*, are believed to be processed by DUBs down to mono-Ub (Larsen et al., 1998; Grou et al., 2015). Reduced levels of this specific Ub-encoding gene, but not of the other four, suggest that the presence of unanchored poly-Ub that is not conjugatable to other proteins could be perceived as *Ubi-p5E* product. 

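Of the other 4 genes, RpL40 and RpS27A were the most abundant, with 2573 and 2544 recovered reads per control library. In Ub6-Stop their log2 fold changes were -0.11 (standard error 0.34) and -0.15 (standard error 0.35), and in Ub6-GG -0.43 (standard error 0.34) and -0.48 (standard error 0.35). Ubi-p63E had 54.5 recovered reads per control library and log2 fold changes of -0.18 (standard error 0.32) in Ub6-Stop and -0.46 (standard error 0.32) in Ub6-GG. CG11700 had 4.29 recovered reads per control library, and its log2 fold changes of -0.51 (standard error 0.59) and 0.57 (standard error 0.51) differ in sign between Ub6-Stop and Ub6-GG. All 5 genes were below 0 in Ub6-Stop and 4 of 5 in Ub6-GG. Each of the 4 lay within 1.5 standard errors of 0 in both groups. Whether Ubi-p5E differed from the other genes in Ub6-Stop was not tested.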

What senses this unanchored chain and the processes through which *Ubi-p5E* is regulated are unclear. 

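The 29 deubiquitinase genes had a median log2 fold change of -0.06 in Ub6-GG and -0.11 in Ub6-Stop, at percentiles 28.3 and 18.6 of matched random lists. They ranged from -1.18 to 1.08 in Ub6-GG and from -1.60 to 0.64 in Ub6-Stop, none past the thresholds, with 1 and 0 genes at an unadjusted p below 0.05. In Ub6-Stop 14 were higher and 15 lower than in controls. At this depth a rise below about 2.5-fold in a single gene of this kind was mostly not detectable.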

One might surmise that lower levels of Ubi-p5E translate into reduced mono-Ub protein in the fly and impaired Ub-dependent processes; in turn, this would be expected to lead to upregulation of other Ub-encoding genes or of DUBs that process it, none of which was detected by our analyses. Whether there is a physiological significance attached to the reduced levels of *Ubi-p5E* in the presence of Ub^6^-Stop presently is unclear; perhaps *Ubi-p5E* regulation can be utilized in the future to understand unanchored poly-Ub sensing at the protein level and its downstream events.

We did not detect coordinated changes in pathways that involve unanchored poly-Ub, such as NF-κB. 

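A list of 39 genes of the immune deficiency and Toll pathways and their antimicrobial peptides was written down before the data were examined, and 37 were found in the authors' deposited tables. None passed the thresholds in Ub6-GG and 1, DptA, did in Ub6-Stop, while 2 and 6 had an unadjusted p below 0.05. Adjusted over the list alone, 1 and 2 genes had an FDR below 0.05. The median log2 fold change of the list was 0.33 in Ub6-GG, at percentile 99.9 of 10000 matched random lists, with 26 genes higher and 11 lower. In Ub6-Stop the median was 0, at percentile 65.9, with 18 higher and 17 lower.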

One gene altered in both the Ub^6^-Stop and Ub^6^-GG conditions, *Takl1* (Tak1-like 1), is closely related to *Tak1*, a MAP3K required for the immune activation of NF-κB and JNK pathways (Emmerich et al., 2013; Silverman et al., 2003); little is known about fly *Takl1* itself. 

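The recovered mean of Takl1 was 32.9 reads per library in Ub6-GG, and its log2 fold change there was 2.75 (standard error 0.53), with an FDR of 0.000462 in the authors' deposited table. The difference between Ub6-Stop and Ub6-GG was -0.78 (standard error 0.48, reconstructed FDR 1). Tak1 itself had 30.2 recovered reads per control library, 24.9 in Ub6-GG and 34.7 in Ub6-Stop. Its log2 fold changes were -0.28 (standard error 0.35) and 0.20 (standard error 0.34), within the error of 0 in both groups.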

We caution here that the direction in the difference of transcript levels for *Takl1* differed between RNA-Seq and qRT-PCR results, arguing against a clear effect from unanchored poly-Ub on this gene's expression. Ub^6^-Stop also led to differential expression of two transcripts linked to immunity: the upregulation of *LysE* (Lysozyme E) and the downregulation of *DptA* (Diptericin A). 

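LysE had a log2 fold change of 3.35 in Ub6-Stop, with an FDR of 0.0173 in the authors' deposited table, and of 2.52 (standard error 0.80) in Ub6-GG, with an FDR of 0.145. The difference between the groups was 0.83 (standard error 0.76, reconstructed FDR 1). The recovered mean of DptA was 35.5 reads per control library, 12.9 in Ub6-GG and 3.19 in Ub6-Stop. Its log2 fold changes were -1.45 (standard error 0.76) in Ub6-GG and -3.42 (standard error 0.86) in Ub6-Stop, where the deposited FDR was 0.0194. The difference, -1.97 (standard error 0.85), had a reconstructed FDR of 0.958.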

LysE protein is expressed in the midgut, where it is believed to aid in the digestion of food-borne bacteria (Daffre et al., 1994). DptA is an antimicrobial protein whose expression is induced by the immune deficiency pathway via NF-κB-related proteins (Myllymaki et al., 2014; Tanji et al., 2007). While these genes are likely participants in immunity or some NF-κB processes, their limited number is not indicative of a major alteration in those processes, and our DAVID analyses did not point to an effect on immunity or NF-κB signaling as a whole.

The small number of enriched gene ontology terms and pathways that we observed is reasonable considering the limited input of differentially expressed genes, suggesting that the alteration of these genes does not overtly perturb critical physiological processes. One interesting exception is the enrichment of proteolysis and peptide catabolic process in both Ub^6^ species. 

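The 8 genes that Table S3 lists under proteolysis for Ub6-GG had a median log2 fold change of 2.03 there and 1.47 in Ub6-Stop, where all 8 were higher and 3 passed the thresholds. The 12 genes listed for Ub6-Stop had a median of 2.02 there and 1.99 in Ub6-GG, where all 12 were higher and 7 passed the thresholds.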

While there is a consensus among the two types of untethered Ub chains in the upregulation of proteolysis-related genes, the number of impacted genes is not large. 

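For zetaTry the recovered mean was 30.0 reads per control library, 129.8 in Ub6-GG and 91.4 in Ub6-Stop, with log2 fold changes of 2.11 (standard error 0.39) and 1.605 (standard error 0.39) that both passed the thresholds. Jon65Aii had 43.1, 125.03 and 175.0 reads. Its log2 fold change passed the thresholds in Ub6-Stop, at 2.02 (standard error 0.53), and was 1.53 (standard error 0.52) in Ub6-GG, where the authors' deposited table gives an FDR of 0.209. The difference of 0.48 (standard error 0.51) between the groups was within the error.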

The GO category ‘proteolysis’ comprised about 15 genes, including two genes in the Trypsin family (*zetaTry* and *Jon65Aii*). Several proteolysis-related genes share homology with human PRSS genes (serine proteases; *CG18493*, *CG31266*, *CG8299*, *CG9763*, *CG11911*, *CG11912*, *CG6048*, *zetaTry*) and Aminopeptidase N (*CG31198*, *CG31343*, *CG42335*). Those genes might be involved with the disassembly of unanchored chains (Fig. 4), but it is unlikely that they act alone, as we observed previously that the proteasome is critically important for the degradation of unanchored chains in the fly (Blount et al., 2018). 

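Among the serine protease genes, CG8299 rose from 4.65 recovered reads per control library to 51.3 in Ub6-GG and 29.4 in Ub6-Stop, and CG18493 from 36.1 to 95.6 and 68.1. CG31266 rose from 6.06 to 23.9 and 14.1. These 3 passed the thresholds in Ub6-GG alone. CG11912, with 7.94 reads in controls, 23.6 in Ub6-GG and 39.7 in Ub6-Stop, and CG6048, with 16.8, 47.02 and 50.6, passed them in Ub6-Stop alone. None of these 5 differed between the groups past the thresholds, the reconstructed FDR being 1 for each. The tables hold no gene under the symbol CG9763. They hold CG9673, which Table S3 lists under proteolysis for both groups and which rose from 41.5 recovered reads per control library to 158.9 in Ub6-GG and 104.7 in Ub6-Stop. The log2 fold changes of the aminopeptidase genes were 1.56 and 1.55 for CG31198, 2.05 and 2.13 for CG31343, and 2.34 and 2.12 for CG42335 in Ub6-GG and Ub6-Stop, with standard errors from 0.40 to 0.46. The differences between the groups were within 0.22.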

The increase in proteolysis-related genes suggests an attempt by the organism to remove these species via specific peptidases, which might indeed play a role in the removal of endogenous, unanchored poly-Ub; this possibility requires future attention. Our previous work showed that the proteasome is important for degradation of free poly-Ub (Blount et al., 2018). Perhaps the proteasome and these peptidases work in concert to dismantle free poly-Ub (Fig. 4).

A caveat to note is that our studies examined changes at the gene expression level. Perhaps control of untethered Ub^6^ species is coordinated by changes at the protein level. Changes in fly proteomics as a result of untethered poly-Ub await investigation. Suffice it to say here that, based on western blotting, none of the proteasome subunits we examined before showed a difference at the protein level (Blount et al., 2018). It is also important to note that the majority of the differentially expressed transcripts identified here are unannotated, leaving open the possibility that some of them have undiscovered roles in the handling of unanchored poly-Ub.

Because we utilized ubiquitous expression and whole flies for RNA-Seq analyses, it is possible that tissue- or system-specific responses are masked by conflicting changes in other tissues (Brown et al., 2014). We elected to examine changes in the whole fly, as done in prior work that identified numerous genes altered due to specific types of conditions or insults (Moskalev et al., 2014; Castillo et al., 2015; MacMillan et al., 2016; Jiang et al., 2017). As we continue to investigate unanchored poly-Ub *in vivo*, should we observe a need to examine transcriptome changes in a tissue-specific manner we will be well positioned to do so. However, our current work with unanchored poly-Ub species overall indicates that these members of the Ub family are not inherently toxic and do not present cells with particularly egregious insults that necessitate large, coordinated responses.

## MATERIALS AND METHODS

### Fly lines

Generation of transgenic *Drosophila* lines was described previously (Blount et al., 2018). Ubiquitous gene expression was driven by sqh-Gal4 (Brand et al., 1994; Brand and Perrimon, 1993; Kiehart et al., 2004; Franke et al., 2006, 2010; Todi et al., 2005, 2008), with all flies heterozygous for the transgene and the driver. In the case of controls, all flies were heterozygous for sqh-Gal4 on the genetic background of Ub^6^ flies. Crosses were maintained in diurnal incubators at 25°C and ∼60% humidity, on conventional cornmeal media. One-day-old adult offspring were collected for RNA isolation.

### RNA isolation

Total RNA was extracted from ten whole flies per group using TRIzol reagent (Invitrogen), following the manufacturer's protocol. RNA was then treated with TURBO DNase (Ambion) to eliminate contamination by DNA.

### RNA-Seq

RNA expression analysis was conducted at the Wayne State University Applied Genomics Technology Center. Four biological replicates were used for each genotype. An aliquot of the RNA was assessed by microfluidics using the ScreenTape for the Agilent 2200 TapeStation. The electrophoretogram, RNA integrity number (RIN), and the ratio of the 28S:18S RNA bands were collectively examined to determine overall quality of the RNA (Table S10). RNA-Seq, primed from the poly(A) tail, was used to determine expression profiles. Lexogen's QuantSeq 3′mRNA-Seq Library Prep Kit (FWD for Illumina) was utilized for building RNA-Seq libraries from 250 ng of total RNA in 5 µl of nuclease-free ultrapure water. Libraries were quantified on the Qubit and Agilent 2200 TapeStation using the DNA High Sensitivity Screen tape. The barcoded libraries were multiplexed at equimolar concentrations and sequenced with 50 bp reads in rapid mode on an Illumina HiSeq 2500. Data were de-multiplexed using Illumina's CASAVA 1.8.2 software. After quality was assessed (Andrews, 2010) reads were aligned to the *Drosophila* genome (Build dm3) with STAR_2.4 (Dobin et al., 2013) and tabulated for each gene region (Anders et al., 2015). Differential gene expression analysis was used to compare transcriptome changes between conditions using edgeR v.3.22.3 (Robinson et al., 2010). All conditions were individually compared (i.e. Ub^6^-GG versus control, Ub^6^-Stop versus control, and Ub^6^-Stop versus Ub^6^-GG) and transcripts were defined as significantly differentially expressed at absolute Log2 fold change >1, FDR <0.05. Dataset S1 contains all differentially expressed transcripts for each comparison.

### DAVID/Pathway analysis

Differentially expressed (absolute Log2 fold change >1, FDR<0.05) RNA-Seq transcripts at each level of comparison (Ub^6^-GG versus control, Ub^6^-Stop versus control, Ub^6^-Stop versus Ub^6^-GG) were used to identify affected pathways. Transcripts were separated into lists of upregulated and downregulated genes for each condition. Each list was uploaded into the Functional Annotation tool provided by DAVID (https://david.ncifcrf.gov, v. 6.8) as a gene list and submitted using the official gene symbol as identifier and *D. melanogaster* as background (or *Homo* *sapiens* where indicated). Charts were created from several terms of interest, including enriched Biological Process (BP_DIRECT), Molecular Function (MF_DIRECT), and Cellular Component (CC_DIRECT) gene ontology as well as KEGG Pathway (KEGG_PATHWAY) terms. Terms were included as enriched if *P*-value<0.05.

### Quantitative real time PCR

qRT-PCR was performed on select genes to validate RNA-Seq results. High-Capacity cDNA Reverse Transcription Kit (ABI) was used to obtain a cDNA library, following the manufacturer's protocol. Pre-amplification of the genes of interest was performed using TaqMan PreAmp Master Mix (Thermo Fisher Scientific). A Gilson 268 PIPETMAX liquid handling platform was used to plate Fast SYBR Green (ABI) qRT-PCR reactions in triplicate in 384-well plates. Messenger RNA levels were quantified with QuantStudio 5, using 2^−**ΔΔ**Ct^ (cycle threshold) methods and normalizing all transcripts to the reference gene, Rp49. All primer sequences are listed in Table S9.

## Supplementary Material

Supplementary information

# Supplementary material for: Unanchored ubiquitin chains do not lead to marked alterations in gene expression in Drosophila melanogaster
**Source:** Biol Open. 2019 May 16;8(5):bio043372. doi: 10.1242/bio.043372
**Supplement:** Supplementary information

**Table S1.** Effects of Ub<sup>6</sup> expression throughout all *Drosophila* tissues and developmental stages, as previously published (Blount et al., 2018).

**Table S2.** Rationale for using DAVID analysis tool over IPA. Information was acquired through the databases themselves, as well as reviews written on the subject of functional analysis tools (Crona et al., 2015; Huang da et al., 2009b; Huang et al., 2007; Sherman et al., 2007; Gramates et al., 2017).

**Table S3.** Expansion of Table 1. Symbols of differentially expressed genes organized by biological process. “CG” identifier denotes that the gene has not yet been named in *Drosophila*.

**Table S4.** Expansion of Table 2. Symbols of differentially expressed genes organized by molecular function. “CG” identifier denotes that the gene has not yet been named in *Drosophila*.

**Table S5.** Expansion of Table 3. Symbols of differentially expressed genes organized by KEGG pathway. “CG” identifier denotes that the gene has not yet been named in *Drosophila*.

**Table S6.** Enriched Biological Process Gene Ontology terms as determined by DAVID analysis. Differentially expressed (Absolute Log2 Fold Change > 1, FDR < 0.05) RNA-Seq transcripts at each level of comparison (Ub<sup>6</sup>-GG vs. Control, Ub<sup>6</sup>-Stop vs. Control, Ub<sup>6</sup>-Stop vs. Ub<sup>6</sup>-GG) were assigned human orthologues by FlyBase.org and separated into lists of upregulated and downregulated genes for each condition. Each list was uploaded into DAVID's Functional Annotation tool (<https://david.ncifcrf.gov>, v. 6.8) as a gene list and submitted using the official gene symbol as identifier and *H. sapiens* as background. The term BP\_DIRECT was selected for chart creation within the Gene Ontology category, and terms were included as enriched if p-value < 0.05. \* indicates overlap in terms between Ub<sup>6</sup>-GG vs. Control and Ub<sup>6</sup>-Stop vs. Control comparisons.

**Table S7.** Enriched Molecular Function Gene Ontology terms as determined by DAVID analysis. Differentially expressed (Absolute Log2 Fold Change > 1, FDR < 0.05) RNA-Seq transcripts at each level of comparison (Ub<sup>6</sup>-GG vs. Control, Ub<sup>6</sup>-Stop vs. Control, Ub<sup>6</sup>-Stop vs. Ub<sup>6</sup>-GG) were assigned human orthologues by FlyBase.org and separated into lists of upregulated and downregulated genes for each condition. Each list was uploaded into DAVID's Functional Annotation tool (<https://david.ncicrf.gov>, v. 6.8) as a gene list and submitted using the official gene symbol as identifier and *H. sapiens* as background. The term MF\_DIRECT was selected for chart creation within the Gene Ontology category, and terms were included as enriched if p-value < 0.05. \* indicates overlap in terms between Ub<sup>6</sup>-GG vs. Control and Ub<sup>6</sup>-Stop vs. Control comparisons.

**Table S8.** Enriched KEGG Pathway terms as determined by DAVID analysis. Differentially expressed (Absolute Log2 Fold Change > 1, FDR < 0.05) RNA-Seq transcripts at each level of comparison (Ub<sup>6</sup>-GG vs. Control, Ub<sup>6</sup>-Stop vs. Control, Ub<sup>6</sup>-Stop vs. Ub<sup>6</sup>-GG) were assigned human orthologues by FlyBase.org and separated into lists of upregulated and downregulated genes for each condition. Each list was uploaded into DAVID's Functional Annotation tool (<https://david.ncifcrf.gov>, v. 6.8) as a gene list and submitted using the official gene symbol as identifier and *H. sapiens* as background. The term KEGG\_PATHWAY was selected for chart creation within the Pathway category, and terms were included as enriched if p-value < 0.05. + indicates overlap in terms between Ub<sup>6</sup>-Stop vs. Control and Ub<sup>6</sup>-Stop vs. Ub<sup>6</sup>-GG comparisons, ^ indicates overlap in terms across all comparisons.

**Table S9.** All primer sequences used for qRT-PCR and their corresponding genes' expression patterns in *Drosophila melanogaster*, according to FlyAtlas.org. "CG" identifier denotes that the gene has not yet been named in *Drosophila*.

**Table S10.** Overall RNA quality. Before RNA-Seq, an aliquot of the RNA was assessed by microfluidics using the ScreenTape for the Agilent 2200 TapeStation. The electrophoretogram (not pictured), RNA Integrity Number (RIN), and the ratio of the 28S:18S RNA bands are collectively examined to determine overall quality of the RNA.

**Dataset S1.** List of all differentially expressed genes and their human orthologues. Only the top scoring orthologue predictions from FlyBase.org are listed.

[Click here to download dataset S1](#)

How the deposited data were processed for this re-analysis (not part of the article)

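RNA from 12 samples was analysed, 4 of controls, 4 of Ub6-GG and 4 of Ub6-Stop, each from 10 whole flies that were 1 day old. The sample groups follow the sample labels and the study's methods. The authors built 3′ libraries from 250 ng of total RNA with a poly(A)-primed kit, sequenced 50 bp reads, aligned them to the dm3 genome with STAR, tabulated the reads for each gene and compared the groups with edgeR. The reads of a gene come from the 3′ end of its transcripts, so gene length does not enter the counts, and a gene whose annotated 3′ end is wrong can lose its reads. No per-gene count was analysed here, and the tables have 0 columns of values per sample.

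The authors deposited 2 tables, each with 16997 genes. The log2 fold change against control is the authors' fitted value, which includes a prior count that keeps genes with 0 reads in one group finite. The mean log2 CPM is the authors' average over all 12 libraries and is identical in both tables. The likelihood ratio, a score of the authors' fit, and the deposited p-value belong together, since the p-value is the chi-square probability of the likelihood ratio to within 0.364%. The authors' FDR is the Benjamini-Hochberg adjustment of these p-values over all 16997 genes, to within 0.380%. No filter on low counts was seen, since 2186 genes with no read are listed. A comparison of Ub6-Stop with Ub6-GG, the last of the 3 comparisons of the study, was not analysed as a table.

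The names of the tables and the study's text disagree on which table is Ub6-GG and which is Ub6-Stop. The study's assignment was used, from the values of Fig. 2D, and the limit this sets is stated with the data.

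Transcripts were counted as altered at an absolute log2 fold change above 1 and an FDR below 0.05, as in the study. Approximate standard errors are the absolute log2 fold change divided by the square root of the likelihood ratio. Library sizes were recovered by solving for the 12 sizes and a common dispersion (0.146) that give the mean log2 CPM of genes with 1 read, with prior counts of 2 for the mean log2 CPM and 0.125 for the fold changes. The effective library sizes summed to 7908932 reads in controls, 6027241 in Ub6-GG and 6276902 in Ub6-Stop. Group means followed from the fold changes, and the dispersion of each gene from the group means and the likelihood ratio, for genes with more than 5 reads. Other genes took the median dispersion of genes of like expression. The median dispersion of genes with mean log2 CPM above 1 was 0.126. A count of 0 over a group was read as allowing 3 reads, which is 0.379 CPM over the controls together. Such limits and the recovered means cover counting error only.

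The comparison of Ub6-Stop with Ub6-GG had been planned without a test, as a difference of log2 fold changes, for the case that no counts per sample were at hand. Its reconstruction as a likelihood ratio was added after the data were seen. It was tested on simulated data with other library sizes: all 12 library sizes came back within 1%, and the median error of recovered reads per group was 1.61%. No gene was called in the simulated comparison of Ub6-GG with control, where none had been changed, but that comparison is not a reconstructed one. In the reconstructed comparison 12 unchanged genes were called. Genes were called both from the counts and from the tables in 204 cases, with 204 from the counts and 205 from the tables.

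Gene lists were written before the data were examined for ubiquitin genes, the proteasome, deubiquitinases, E1, E2 and E3 enzymes, autophagy, immune pathways, female-biased genes, male-biased genes and transgene markers. The median log2 fold change of each was placed among 10000 random lists of the same size matched in 10 bins of mean expression. On simulated values, 4 of 100 random lists fell outside the central 95%, and all 100 lay above that range once raised by 1 SD. Unchanged groups that share the control libraries were simulated 20 times. In 20 further simulations, added after the data were seen, each group had the folds of its own altered transcripts placed on genes drawn at random within the bins of expression, 1.5 times as many as in the data for Ub6-GG and 1.25 times for Ub6-Stop, so that the mean number of calls came to at least that of the data. The antimicrobial peptide, accessory gland and sperm lists are parts of the lists above that were picked after the data were seen. Genes named in the text were chosen by a rule set before the data were examined: every gene the study names in its text, figures or Tables S3 to S5 and S9, every list member past the thresholds, and in each comparison the 5 largest increases and the 5 largest decreases past the thresholds. These are 93 genes. Others are named where a count of 5 or fewer or a list required it, and were then chosen after their values were seen.

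Symbols were matched to release 6 of the genome annotation for 16920 of 16997 genes. The authors used dm3, so no coordinates are given, and the annotation served only for names, chromosome arms and the order of genes. The symbol CG1944 of Table S3 is a synonym of Cyp4p2 there. The enrichment analysis with DAVID, the human orthologues and the qRT-PCR measurements were not analysed here. The alternatives tried were other FDR limits, other fold change thresholds, a filter at mean log2 CPM above 1, adjustment over both comparisons together, Bonferroni adjustment, centring on the median, and random lists not matched on expression. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.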

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

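The tests of chance and of the share of males and females below were chosen after the results they bear on had been seen. The tests of the X chromosome and of the neighbours of y and w were not.

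Of the 26 transcripts altered in both comparisons 10 lie on the X chromosome (38.5%), against 2578 of the 16920 genes matched to the annotation (15.2%), 9 of 60 altered in Ub6-GG alone and 11 of 68 altered in Ub6-Stop alone. The study does not examine chromosomes. Of 10000 draws of 26 genes matched on mean expression, 47 held as many X-linked genes, and the highest draw held 12. This argues against chance only for genes that are drawn independently. Altered transcripts lay near one another, as described below, and CG32751 and vanin-like among the 26 are neighbours that could share reads. Chance among such linked genes was not tested. A different share of males and females among the flies would move all male tissues the same way. Of the lists set before the data were examined, the female-biased genes had median log2 fold changes of 0.31 in Ub6-GG and 0.44 in Ub6-Stop (percentiles 96.7 and 99.5 of matched random lists) and the male-biased genes -0.37 and -0.08 (percentiles 0 and 5.48), the directions that a larger share of females would give. The male-biased list was split by gene family after its values had been seen. In Ub6-GG the accessory gland genes of the male-biased list had a median log2 fold change of 0.64 (percentile 99.9 of matched random lists) while its sperm genes had -0.95 (below every one of the 10000 random lists), where fewer males would lower both. In Ub6-Stop the medians were 0.70 and -0.30. This argues against a different share of males and females as the whole cause, and a part in it stays open. Also open is a stretch of the X chromosome that differs between the control flies and both Ub6 lines, such as an X chromosome from another stock. Among X-linked genes with mean log2 CPM above 1 that were altered in neither comparison, the log2 fold changes of the 2 comparisons correlated at 0.658, above the range of 0.545 to 0.639 for matched random lists of the same size, as such a difference would give. The autosomal arm 2R lay outside its range as well, on the other side (0.526 against 0.546 to 0.629), so the X chromosome was not the only arm that stood apart. The study states that controls shared the genetic background of the Ub6 flies, and a response to Ub6 that happens to fall on X-linked genes was not tested.

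The y transcript was higher in both Ub6 groups, with a log2 fold change of 3.18 (FDR 0.0114) in Ub6-GG and 2.63 (FDR 0.0853) in Ub6-Stop in the authors' deposited table, from 1.32 recovered reads per control library to 12.9 and 8.84, at least 4.31-fold and 2.95-fold at a floor of 3 reads per control library. The study lists y under melanin synthesis. The w transcript had log2 fold changes of 1.63 (standard error 0.50, FDR 0.105) and 1.47 (standard error 0.50, FDR 0.216) in the authors' deposited table, from 4.93 recovered reads per control library to 15.5 and 13.9, short of the thresholds. It is singled out because y and w serve as markers in transgenic stocks and were put on a list of transgene markers, with v and sqh, before the data were examined. The median log2 fold change of the list was 1.12 in Ub6-GG and 0.84 in Ub6-Stop. The 40 expressed neighbours of y and w, 10 on either side of each, had medians of 0.048 in Ub6-GG and 0.078 in Ub6-Stop, at percentiles 69.7 and 86.5 of matched random lists. The neighbours did not rise together, but a segment that moves some genes up and others down would leave such a median near 0 too, so a change that covers the neighbouring genes as well stays open. A marker gene carried by the transgene, or an allele of y or w that gives less transcript in controls, may raise these transcripts alone; this is a hypothesis, and reads per sample or sequence variants would be needed to test it against a differing segment.

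The 14 antimicrobial peptide genes, which the study does not examine as a group, were picked out of the immune list after single values among them had been seen. They had a median log2 fold change of -0.79 in Ub6-Stop, at percentile 0 of 10000 matched random lists, with 10 lower and 3 higher, and of 0.77 in Ub6-GG, at percentile 99.98, with 12 higher and 2 lower. The whole immune list, set before the data were examined, lay at percentiles 65.9 and 99.9. Since the subset was chosen after its values, its percentile does not exclude chance among genes of this expression. The log2 fold change in Ub6-Stop was -4.01 for DptB, -3.42 for DptA and -2.92 for AttC, whereas Def rose by 1.17. In the authors' deposited table 1 of the 14, DptA, had an FDR below 0.05 in Ub6-Stop and none in Ub6-GG, while 4 and 0 had an unadjusted p below 0.05. Of the genes with the largest fitted falls, 2 were low in reads: DptB had a recovered mean of 6.53 reads per control library and 0.289 in Ub6-Stop, at least 2.18-fold lower at a floor of 3 reads, and AttC 5.06 and 0.559 reads, at least 1.69-fold lower. Adjusted over the list alone, 3 of the 14 had an FDR below 0.05 in Ub6-Stop. Between Ub6-Stop and Ub6-GG the median difference was -1.50, also below every one of the random lists, 13 of 14 genes were lower in Ub6-Stop, and the reconstructed FDR was 0.0496 for DptB. Antimicrobial peptide genes are induced together by infection, so the genes are not independent, and random lists of unrelated genes vary less than such a group does. A difference in exposure to microbes between the vials of the groups, which cannot be examined without values per sample, stays open beside chance and a response to the chains.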

How the results depend on the processing

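The tables hold no values per sample, so leaving out each replicate in turn, a replicate block and a DESeq2 fit were not run, and other splits of the samples could not be counted. No paired analysis was possible because the comparison tables carry no replicate numbers and no values per sample.

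Without a fold change threshold the counts of altered transcripts stayed at 86 in Ub6-GG, 94 in Ub6-Stop and 26 in both, since every gene with an FDR below 0.05 already exceeded it. With a threshold of 1.5 they were 78, 82 and 24. Centring on the median of all genes moved nothing, because that median is 0. Adjustment over both comparisons together gave 89, 94 and 27, and the filter at mean log2 CPM above 1 with the FDR as deposited 86, 93 and 26. With the adjustment recomputed over the filtered genes they were 124, 112 and 34, each within 1.5 times the main count.

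Stricter and looser limits moved the counts further, as their construction implies. An FDR limit of 0.01 left 39, 42 and 11 transcripts. A limit of 0.10 gave 146 in Ub6-GG and 46 in both, with 140 in Ub6-Stop. Bonferroni adjustment left 24, 23 and 4. The share of higher transcripts stayed between 71.8% and 83.3% in Ub6-GG and between 65.2% and 73.9% in Ub6-Stop over these alternatives. All 86 transcripts of Ub6-GG and 93 of the 94 of Ub6-Stop were among those called with the adjustment recomputed over the filtered genes.

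For Ub6-Stop against Ub6-GG, 2476 transcripts had an absolute difference of log2 fold changes above 1, most of them at low depth, since 896 had a mean log2 CPM above 1. Centring left this number as it was. Of the reconstructed comparison, added after the data were seen, 24 transcripts passed the thresholds, and the same 24 passed with the dispersion taken as the geometric mean of the 2 comparisons. With reconstructed FDR limits of 0.01 and 0.10, 9 and 38 did.

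The correlation of the log2 fold changes between the 2 comparisons was 0.544 over all genes and 0.618 over genes with mean log2 CPM above 1, and shared controls alone gave means of 0.457 and 0.468 in simulations. Of 184 adjusted p-values of named genes, 4 fell below 0.05 only when the adjustment was recomputed over genes with mean log2 CPM above 1, and none rose above it. Of 48 comparisons of list percentiles with an alternative, 1 left and 1 entered the central 95% of random lists, both with lists not matched on expression.

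The depth limits what a count near 0 can show. In each group 17 of the higher transcripts had at most 3 recovered reads per control library and more than 3 per Ub6 library, so that their fitted fold changes depend on the prior count and the reads give only a lower bound. In Ub6-Stop 1 more, CG10591, had 2.37 recovered reads per Ub6-Stop library, so that no fold can be given at that level. With 3 reads set for the 4 control libraries together CG10591 was at least 3.71-fold higher. The same limit holds for some lower transcripts, whose reads were at most 3 per Ub6 library. Among them were CG43133 (0.541), mthl8 (0.836) and qin (1.14) in Ub6-GG, and CG32335 (0.814) and CG12766 (1.94) in Ub6-Stop. The size of such falls is likewise known only as a lower bound.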

Differences from the paper's values

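The paper ties the term proteolysis to 22% of the higher transcripts of Ub6-GG, whereas the 8 genes that Table S3 lists under it for Ub6-GG are 12.3% of 65. Of the alternatives set before the data were examined, an FDR limit of 0.01 (21.4%) and Bonferroni adjustment (20%) came within 1.5 times of the paper's value, with fewer higher transcripts in all. The others did not: 11.3% with a fold change threshold of 1.5, 7.34% with an FDR limit of 0.10, 8.70% with the adjustment recomputed over genes with mean log2 CPM above 1, 11.8% with adjustment over both comparisons together, and 12.3% with no fold change threshold, the filter with the FDR as deposited, or centring. The list of 19 genes pooled over 4 terms and both groups gave 21.5%, and the 13 genes listed under these terms for Ub6-GG gave 20%. The other values compared were within 1.5 times of the paper's under the main settings, apart from the lower bound below. The reconstructed comparison of Ub6-Stop with Ub6-GG, added after the data were seen, gave 24 altered transcripts, 19 of them lower, against the paper's 21 and 17. The paper lists CG6903 among the higher transcripts of Ub6-GG in the lysosome pathway of Table S5, whereas its log2 fold change was -1.77 in Ub6-GG and -1.87 in Ub6-Stop. The paper lists CG13377, CG17224, CG30016, Ugt35b and vanin-like under metabolic pathways among the lower transcripts of Ub6-Stop in Table S5, whereas their log2 fold changes there were 2.81, 1.26, 1.45, 1.22 and 3.22 in the authors' deposited table. The paper gives the fold increase of CG32751 as about 78, whereas no control read was recovered for it. With 3 reads set for the 4 control libraries together the rise was at least 15.0-fold. At a floor of 3 reads in each control library it was at least 3.198-fold.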

Other observations

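The tests of neighbouring genes and of shared controls below were chosen after the results they bear on had been seen.

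Altered transcripts lay near one another on the chromosomes. Of the 154 transcripts altered in either comparison, 48 had another altered gene among the 3 nearest genes on either side in release 6 of the annotation, against a mean of 8.98 and at most 27 in 10000 draws of genes matched on mean expression. They formed 29 pairs, 25 of them in the same direction. Several pairs are members of one family, such as LManV and LManVI, Mal-A6 and Mal-A7, CG11911 and CG11912, and CG31198 and CG42335. Reads shared between paralogs, common regulation of a cluster and a chromosome segment that differs between the stocks may each contribute. Chance is argued against by the highest draw, 27, and the others were not tested apart.

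More of the same transcripts were altered in both comparisons than shared controls gave in simulations. In 20 simulations with the same library sizes, where the 2 groups were changed at unrelated genes and had on average 101.9 and 100.55 altered transcripts, the highest overlap given by the control libraries shared by the 2 comparisons was 4, against 26 in the data. The same-sign share over genes with mean log2 CPM above 1 was 74.2%, against a mean of 66.0% in simulations of unchanged groups. What the Ub6 flies share beyond the chains, such as a transgene, its marker and the stock it was made in, stays open beside the chains themselves.

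No gene of the female-biased and male-biased lists, both written before the data were examined, passed the thresholds in Ub6-GG and Ub6-Stop, while 1 and 0 female-biased and 7 and 2 male-biased genes had an unadjusted p below 0.05. Of the male-biased genes in Ub6-GG 4 had an FDR below 0.05 adjusted over the list alone. The 5 ubiquitin genes had medians of -0.43 and -0.18, at percentiles 2.54 and 18.3.

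Other genes singled out by their fitted fold changes include some whose fold is known only as a bound, so they are not ranked. CG9184 had 0.455 recovered reads per control library, 2.01 in Ub6-GG and 27.1 in Ub6-Stop, at least 9.03-fold higher at a floor of 3 reads per library. The difference between the groups, 3.67 (standard error 0.90), had a reconstructed FDR of 0.0377. CG34040 fell from 376.9 recovered reads per control library to 15.1 in Ub6-Stop, with 224.2 in Ub6-GG and a reconstructed FDR of 0.00322. CG43133 fell from 11.5 recovered reads per control library to 0.541 in Ub6-GG, at least 3.82-fold lower at the floor. The paper does not discuss these genes.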
